# Characterization of microRNAs during Embryonic Skeletal Muscle Development in the Shan Ma Duck

**DOI:** 10.3390/ani10081417

**Published:** 2020-08-14

**Authors:** Chuan Li, Ting Xiong, Mingfang Zhou, Lei Wan, Suwang Xi, Qiuhong Liu, Yi Chen, Huirong Mao, Sanfeng Liu, Biao Chen

**Keywords:** microRNA, skeletal muscle, muscle development, Shan Ma duck, high throughput sequencing

## Abstract

**Simple Summary:**

It is of great commercial interest to elucidate the genetic mechanisms associated with skeletal muscle development in the duck. In this study, we performed high throughput microRNA (miRNA) sequencing to identify the candidate miRNAs during two developmental stages of duck embryonic breast muscle. We detected 1091 miRNAs and 109 of them were differentially expressed between embryonic day 13 (E13) and E19. We also predicted the target genes of the differentially expressed miRNAs and subsequently analyzed the enriched gene ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) signaling pathways, and finally constructed a protein–protein interaction (PPI) network with the target genes. Luciferase reporter assay showed that the growth-related genes, *Fibroblast growth factor receptor like 1* (*FGFRL1*) and *Insulin like growth factor 2 mRNA binding protein 1* (*IGF2BP1*), were target genes of miR-214-5p. These results can supplement the duck miRNA database and provide several candidate miRNAs for future studies on the regulation of embryonic skeletal muscle development.

**Abstract:**

Poultry skeletal muscle provides high quality protein for humans. Study of the genetic mechanisms during duck skeletal muscle development contribute to future duck breeding and meat production. In the current study, three breast muscle samples from Shan Ma ducks at embryonic day 13 (E13) and E19 were collected, respectively. We detected microRNA (miRNA) expression using high throughput sequencing following bioinformatic analysis. qRT-PCR validated the reliability of sequencing results. We also identified target prediction results using the luciferase reporter assay. A total of 812 known miRNAs and 279 novel miRNAs were detected in six samples; as a result, 61 up-regulated and 48 down-regulated differentially expressed miRNAs were identified between E13 and E19 (|log2 fold change| ≥ 1 and *p* ≤ 0.05). Enrichment analysis showed that target genes of the differentially expressed miRNAs were enriched on many muscle development-related gene ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways, especially mitogen-activated protein kinase (MAPK) signaling pathways. An interaction network was constructed using the target genes of the differentially expressed miRNAs. These results complement the current duck miRNA database and offer several miRNA candidates for future studies of skeletal muscle development in the duck.

## 1. Introduction

Skeletal muscle forms a large proportion of the body of animals. Food conversion ratio and meat production are important economic indicators in livestock and the growth and development of skeletal muscle has an appreciable impact on meat production. Therefore, an exploration of the molecular mechanisms related to skeletal muscle growth and development is important to human food security. The consumption of poultry meat has shown a notable increase since the emergence of African swine fever and the increase in pork prices in China (http://data.stats.gov.cn/). Skeletal muscle development can be divided into two stages: myoblast proliferation and the hypertrophy of myotubes. In the embryonic stage, myoblasts proliferate and differentiate into multi-nucleated myotubes; subsequently, myotubes further differentiate into mature muscle fibers [1]. The number of muscle fibers becomes fixed after their formation during the embryonic stage. After hatching, satellite cells fuse with muscle fibers, resulting in muscle fiber enlargement or hypertrophy [2]. There are many molecules that regulate the growth and development of poultry muscle, including protein-coding genes and non-coding RNAs [3,4,5]. Embryonic day 19 (E19) is a crucial stage of duck breast muscle development. Myogenic factor 6 (MRF4) and myogenin (MyoG) have the highest expression level and myostatin (MSTN) has the lowest expression level in this stage, the breast muscle weight is nearly constant from E19 to hatching [6].

MicroRNAs (miRNAs) are single-stranded non-coding RNA with a length of 18–26 nucleotides (nt). These can promote the degradation of messenger RNA (mRNA) and inhibit its translation by complementary pairing with the 3’ untranslated region (3’UTR) of the target mRNA, thus exerting post-transcriptional regulation of gene expression [7]. miRNAs not only regulate gene translation in cells, but also play a messenger role intercellularly or in the circulatory system [8,9]. Furthermore, miRNAs can be communicators between different types of RNA that share the same miRNA response elements [10]. In addition, the expression of miRNAs leads to special temporal and spatial characteristics [11]. During skeletal muscle development, some miRNAs are specifically expressed in skeletal muscle, while others show significant differential expression before and after skeletal muscle differentiation [12]. miRNAs affect skeletal muscle development mainly through the regulation of differentiation factors and growth-related pathways [13,14]. There are some myo-miRNAs, such as miR-1, miR-133a, miR-133b, and miR-206 that are abundantly expressed and play important roles during poultry myogenesis [15,16,17].

miRNAs in embryonic breast muscle of Pekin duck were profiled in E13, E19 and E27 in 2014 [18]. In this current study, we analyzed the expression profile of miRNAs with a new sequencing platform from Shan Ma duck breast muscles at E13 and E19. The Shan Ma duck is a small bodied, indigenous duck breed in China. E13 and E19 samples represent myoblasts in skeletal muscle which did not differentiate and differentiated, respectively. Using bioinformatics analysis, we identified differentially expressed miRNAs between the two stages and analyzed the potential functions of these miRNAs. We suggest that this information is a valuable addition to the duck miRNA database and provides greater insight into the molecular mechanisms of duck muscle development.

## 2. Materials and Methods

### 2.1. Ethics Statement

All experimental procedures in this study followed the ethical standards and regulations of Jiangxi Agricultural University (JXAULL-2017002). All efforts were made to minimize any pain experienced by the experimental ducks.

### 2.2. Sample Collection, Library Construction, and miRNA Sequencing

A total of 30 fertile Shan Ma duck eggs from the same batch were purchased from Jiangxi Tianyun duck breeding farm (Nanchang, Jiangxi, China): 15 embryos were at embryonic day 13 (E13) and 15 embryos at E19. Breast muscle tissues and liver tissues were sampled. The embryos were carefully taken out from the eggs with tweezers on a certain day. The muscle samples were collected with tweezers and scissors after the skin was removed, then, transferred into frozen pipes immediately and frozen in liquid nitrogen. All samples were kept in −80 °C until RNA extraction. All eggs used in this study were incubated in one incubator with the same condition at the same time. We identified the developmental stages of the embryos by observing the morphology of the head, limb and feather bud. Almost all authors checked the morphology of the embryos to ensure the correct developmental timing. Embryonic sex was determined by PCR amplification of the *Chromo-helicase-DNA-binding 1* (*CHD1*) gene with DNA from the liver as a template [19]. Three breast muscle samples of E13 and E19 female embryos, respectively, were selected for RNA extraction. Total RNA was isolated using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instruction. The RNA amount and purity of each sample were quantified (ND-1000, NanoDrop, Wilmington, DE, USA). RNA integrity was assessed (Agilent 2100, Agilent, Beijing, China) with RNA integrity numbers > 7.0. Libraries for miRNA sequencing were prepared using TruSeq Small RNA Sample Prep Kits (Illumina, San Diego, CA, USA) following the manufacturer’s guidelines. Briefly, total RNA was ligated with 3′ and 5′ adaptors. Subsequently, RNA with the adaptors was amplified using reverse transcription PCR followed by gel purification. Finally, the product was subjected to LC Bio (Hangzhou, Zhejiang, China) and sequenced on an Illumina HiSeq 2500 platform according the vendor’s recommended protocol.

### 2.3. Sequencing Data Analysis

All sequencing raw data and processing files were uploaded to the Gene Expression Omnibus using accession number GSE153629 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE153629). Raw reads were subjected to ACGT101-miR (LC Sciences, Houston, TX, USA) to remove adapter dimers, junk, low complexity, common RNA families (rRNA, tRNA, snRNA, snoRNA), and repeats. The prototypic sequences representing repetitive DNA from different eukaryotic species were considered as repeats (http://www.girinst.org/repbase). Sequences with ≥2 N, ≥7 A, ≥8 C, ≥6 G, ≥7 T, ≥10 Dimer, ≥6 Trimer, or ≥5 Tetramer were considered as Junk reads. Then, unique reads of lengths 18–26 nt were blasted against miRBase 22.0, allowing for length variation at both 5′ and 3′ ends and a maximum of one mismatch. Unique hits to mature miRNAs in hairpin arms in miRBase were defined as known miRNAs. The unique sequences mapping to the other arm of the known precursor hairpin, but not the annotated mature miRNA-containing arm, were also defined as known miRNAs. The remaining sequences were mapped to other selected species precursors in miRBase 22.0. To identify genomic locations, all sequences were mapped to the genome of *Anas platyrhynchos* (assembly CAU_duck1.0) using Bowtie 2.4.0 with default parameters [20]. The hairpin RNA structures containing sequences with hairpin RNA structures were predicted using RNAfold software (http://rna.tbi.univie.ac.at/cgi-bin/RNAfold.cgi). The criteria for the secondary structure prediction were as follows: (1) number of nucleotides in one bulge in stem ≤12; (2) number of base pairs in the stem region of the predicted hairpin ≥16; (3) cutoff of free energy (kCal/mol ≤ −15); (4) length of hairpin (up and down stems + terminal loop ≥50); (5) length of hairpin loop ≤20; (6) number of nucleotides in one bulge in mature region ≤8; (7) number of biased errors in one bulge in mature region ≤4; (8) number of biased bulges in mature region ≤2; (9) number of errors in mature region ≤7; (10) number of base pairs in the mature region of the predicted hairpin ≥12; (11) percent of mature bulge in stem ≥80.

A modified global normalization is used to correct the counts of miRNAs among different samples. Basic assumptions and procedures involved in this method are described before [21]. *p*-value was calculated by T-test and Fisher’s exact test. Differential expression of miRNAs based on normalized deep-sequencing counts was analyzed using the criteria |log2 fold change| ≥ 1 and *p* ≤ 0.05.

### 2.4. Naming and Classification of miRNAs

We adopted a unique miRNA nomenclature to clarify the relationship between miRNA in the sequencing data and the reported miRNA. For miRNA that matched with the miRBase, L-n represented a loss of n-bases at the left end of the reported miRNA; R-n represented a loss of n-bases at the right end of the reported miRNA; L + n represented an addition of n-bases at the left end of the reported miRNA; R + n represented an addition of n-bases at the right end of the reported microRNA; 2ss5TC13TA indicated that the fifth base T was replaced by C (ss represents substitution), and at the 13th base T was replaced by A (the initial 2 indicates a total of two bases replaced). New miRNAs begin with PC (predicted candidate) and the position of the 5p or 3p arm was marked.

Based on the blasting result, miRNAs were classified in four groups. Gp1, 2, and 3 were related to the miRNA precursor sequences reported in the miRbase database while Gp4 was not related. Gp1a represented the reads mapped to specific miRNAs/pre-miRNAs in the miRbase, and the pre-miRNAs further mapped to the genome. Gp1b represented the reads mapped to selected (except for specific) miRNAs/pre-miRNAs in the miRbase and the pre-miRNAs further mapped to the genome. Gp2a represented the reads mapped to selected miRNAs/pre-miRNAs in the miRbase, the hit pre-miRNAs did not map to the genome, but the reads were mapped to the genome. Gp2b represents the reads mapped to miRNAs/pre-miRNAs of selected species in the miRbase and the mapped pre-miRNAs were not further mapped to the genome. However, the reads were mapped to the genome; Gp3 represented the reads mapped to selected miRNAs/pre-miRNAs in the miRbase. Neither the mapped pre-miRNAs nor the reads were mapped to the genome; Gp4 represents the reads that did not map to selected pre-miRNAs in the miRbase. However, the reads that mapped to the genome or the extended genome sequences may form hairpins.

### 2.5. Target Gene Prediction and Enrichment Analysis of the Differentially Expressed miRNAs

To predict those genes targeted by the most abundant miRNAs, Target Scan [22] and Miranda [23] were used to identify miRNA binding sites with a context score percentile ≥50 and max energy <−10. Subsequently, data predicted by both algorithms were combined and calculated within certain thresholds. Gene ontology (GO) (http://www.geneontology.org/) and Kyoto Encyclopedia of Genes and Genomes (KEGG) (http://www.genome.jp/kegg/) pathway enrichment analyses were conducted for all the target genes of differentially expressed miRNAs using the DAVID 6.7 functional annotation tool (http://david.abcc.ncifcrf.gov/). All genes annotated in the databases of GO and KEGG were used as background genes. The target genes of differentially expressed miRNAs with *p* ≤ 0.01 were also subjected to protein–protein interaction (PPI) analysis using STRING (https://string-db.org/) v11.0 [24] and the interaction network was adjusted by Cytoscape v3.7.2. All genes of *Gallus gallus* were selected as the background organism since there was no organism of *Anas platyrhynchos* available in STRING.

### 2.6. Oligo Synthesis and qRT-PCR Validation

The specific bulge-loop qRT-PCR primers and mimics for miRNAs were designed and synthesized by RiboBio (RiboBio, Jiangxi, China). The sequence of duck miR-212-5p is 5′-ACCTTGGCTCTAGACTGCTTACT-3′. Total RNA extracted from duck breast muscle was reverse-transcribed using a ReverTra Ace qPCR RT Kit (Toyobo, Osaka, Japan) with specific bulge-loop miRNA qRT-PCR primers. Synthesized samples were then diluted with RNase-free water at a ratio of 1:5. Relative miRNA expression levels were determined by qRT-PCR using the 2 × T5 Fast qPCR Mix (TsingKe, Beijing, China) according to the manufacturer’s instructions. U6 was used as an internal control to normalize the expression levels of miRNAs. The qRT-PCR program was run on an Applied Biosystems (ABI) QuantStudio 5 system (Thermo Fisher, Waltham, MA, USA) using the following protocol: 95 °C for 10 min; 40 cycles of 95 °C for 2 s, 60 °C for 1 min; collection of fluorescence at 65–95 °C. Each sample was performed in triplicate. Relative expression levels were calculated using the 2^−∆∆Ct^ method and presented as mean ± SEM. Student’s T-test was used to compare the significance among different groups.

### 2.7. Cell Culture and Tranfection

The chicken fibroblast cell line DF-1 was cultured in complete Dulbecco’s modified Eagle medium (DMEM; Gibco, Grand Island, NY, USA) containing 10% fetal bovine serum (FBS; Gibco, Grand Island, NY, USA) and 0.2% penicillin/streptomycin (Invitrogen, Carlsbad, CA, USA); it was subsequently incubated at 37 °C in a 5% CO_2_ humidified atmosphere. After growth to confluency, DF-1 was trypsinized at 37 °C for 2 min with 0.25% trypsin (Gibco, Grand Island, NY, USA). Finally, a complete growth medium was added to finish the digestion and cells were collected for passaging or planking. Lipofectamine 3000 reagent (Invitrogen, Carlsbad, CA, USA) was used for cell transfection. DNA plasmids and RNA oligos were transiently transfected into cells.

### 2.8. Dual-Luciferase Reporter Assay

To validate the target relation between miRNAs and functional genes, a dual-luciferase reporter assay was performed using a TransDetect Double-Luciferase Reporter Assay Kit in DF-1 cells following the manufacturer’s protocol. Briefly, after 24 h of 96-well plate seeding, mimic and pmirGLO wild type plasmid, mimic and pmirGLO mutated type plasmid, mimic negative control, and pmirGLO wild type plasmid were co-transfected into DF-1 cells. After 48 h, luminescent signals of firefly and Renilla Luciferase were detected by using a TransDetect Double-Luciferase Reporter Assay Kit on an Infinite 200 PRO plate reader (Tecan Group Ltd., Männedorf, Switzerland). Luciferase activity was presented as mean ± SEM of Firefly luminescence/Renilla luminescence. Three independent experiments were performed, and each experiment included three replicates.

## 3. Results

### 3.1. Overview of Sequencing Data

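Breast muscle of Shan Ma duck embryos was compared at embryonic day 13 (E13) and embryonic day 19 (E19), with 3 samples of female embryos and 3 small RNA libraries per stage. The sample labels describe the E13 muscle as tissue whose myoblasts had not yet differentiated, and the E19 muscle as tissue where this had mostly happened. They also describe a larger set of eggs and more collection ages than the methods of the paper, and only the ages of these libraries are used here. The p-values measure the spread between the 3 samples of a stage, except in the comparison of 3′ forms, where p measures the spread between miRNAs. The summed counts of the libraries were 9132934, 5596161 and 11314766 in E13 replicates 1, 2 and 3, and 6222262, 9544224 and 9800169 in E19 replicates 1, 2 and 3. Table 1 gives higher totals for the same libraries, of reads kept by the filters of the authors, and the values reported here use the counts assigned to miRNAs. The authors removed adapters, junk reads, common RNA families and repeats with ACGT101-miR, and matched reads of 18 to 26 nt to miRBase with up to 1 mismatch. A miRNA therefore carries the name of its closest miRBase record in any species, in which L and R give bases added to or missing from the 5′ and 3′ ends and ss marks a substitution. Reads of a sequence listed more than once were shared evenly among its listings, so 288 of 1007 names held counts that were not whole numbers (tolerance 0.001). The 1007 names were merged into 957 distinct sequences, of which 48 stood under several names with identical counts, and the counts were rounded before testing. Normalized counts are those of the authors, who multiplied each raw count by 1 factor per library, from 0.6906 in E13 replicate 3 to 1.5831 in E13 replicate 2. Means ± SD are given for these normalized counts. Log2 fold changes of E19 over E13, standard errors and adjusted p-values came from the quasi-likelihood test of edgeR on the counts with TMM scaling and Benjamini-Hochberg adjustment. Of the 957 sequences, 574 had enough counts for the test, and a miRNA was called higher or lower at an adjusted p under 0.05. Shares of counts are of the merged sequences unless stated otherwise. A merged sequence holds the reads of 1 of its listings, so these are not shares of all reads. Members of a family or list are distinct sequences, so both arms and end variants of 1 precursor are counted separately. An exact permutation test of 3 samples against 3 gives no p below 0.1.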

We selected six embryonic breast muscle samples from two stages to perform miRNA sequencing. A total of 87,906,582 reads were sequenced and 78,321,040 reads were mapped to the *Anas platyrhynchos* genome (Table 1). A total of 74,712,324 validated reads were identified after the elimination of reads with lengths < 18 nt and > 26 nt, and these were matched in the Rfam 14.2 [25,26] (http://rfam.janelia.org) and Repbase [27,28] (http://www.girinst.org/repbase). The ratios of validated reads in E13 and E19 were 85.85% and 83.07%, respectively (Figure 1A). Then, the validated reads were assembled according to samples and 295,703, 355,298, 376,515, 267,865, 236,010, and 329,106 unique reads were found, respectively (Table 1). The length distribution of validated reads of all six samples was counted. The lengths of validated reads were mainly centered on 22 nt and the lengths of most validated reads were concentrated between 21 and 24 nt (Figure 1B). In addition, the lengths of unique reads were also calculated; the number of unique reads at 18 nt to 26 nt was almost identical and the number of unique reads at 22 nt was slightly greater than that at other lengths (Figure 1C).

Based on the normalized miRNA count, principal component analysis (PCA) was conducted using the R package vegan. The results showed that the three samples for the E19 group were close, while the three samples at E13 were more remote, indicating that the miRNA expressions of E13 and E19 were distinct from each other (Figure 2A). Moreover, the miRNAs were mapped to duck chromosomes by blasting with the duck reference genome (http://asia.ensembl.org/Anas_platyrhynchos/Info/Index). 

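The 3 E13 libraries lay at −12.95, −29.34 and −8.75 on the first principal component, and the 3 E19 libraries at 15.96, 23.91 and 11.17. The first component held 60.9% and the second 15.5% of the variance of the log2 CPM. E13 replicate 2, the library with the fewest counts, was farthest from the E19 libraries, and its distances to the other E13 libraries were 34.2 and 31.9, compared with 25.1 between E13 replicates 1 and 3. Distances were 24.0 to 25.6 within E19 (mean 25.0), 25.1 to 34.2 within E13 (mean 30.4) and 32.8 to 55.7 between the stages (mean 41.0). The mean distance within E13 was 1.22 times that within E19, and 4.45 times when linear normalized counts were used instead of log2 values. The abundant hsa-miR-140-3p_L-1R+2_1ss10GT, a miRNA known from cartilage, held 13.25%, 0.65% and 4.08% of the counts over all names, before merging by sequence, of E13 replicates 1, 2 and 3, and 1.61%, 0.74% and 1.43% of those of E19 replicates 1, 2 and 3. Distances carry no test here.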

Over 85% of miRNAs could be perfectly mapped to the duck genome; however, about 15% could not be found on the duck genomic sequence (Figure 2B). 

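In Table S1, 933 of 1091 listed miRNAs (85.5%) had a location on the duck assembly CAU_duck1.0, and 158 (14.5%) had none. Counted by distinct sequence, 823 of 957 (86%) had a location. The muscle-specific gga-miR-206 lay on the plus strand of chromosome 3, where its precursor spans 113532087 to 113532172. The precursor of hsa-let-7b-5p, of a family that rises in many tissues as cells differentiate, lay on the minus strand of chromosome 1 from 70023464 to 70023570. The gga-miR-184-3p precursor spanned 21182624 to 21182715 on the plus strand of chromosome 11. These coordinates are those of the authors, and gene annotation of this assembly was not used here.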

The mapped miRNAs were mainly distributed on chromosomes 1, 2, 3, Z, and an unplaced scaffold of duck genome sequence (PEDO01000232.1) (Figure 2B).

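Chromosome 1 held 111 of the listed miRNAs, chromosome 2 held 79, chromosome 3 held 59 and chromosome Z held 54. These chromosomes together held 303 miRNAs, 32.5% of those with a location. Unplaced scaffolds held 183 miRNAs, spread over 129 scaffolds, and the scaffold PEDO01000232.1 held 3 of them. On chromosome 1, gga-miR-205b, a member of the miR-205 family of epithelial cells, lay on the plus strand from 782379 to 782462. On chromosome 2, the precursor of gga-miR-460a-3p and gga-miR-460a-5p lay on the plus strand from 1090499 to 1090589.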

### 3.2. Characterization of Known miRNAs and Novel miRNAs

Based on the mapping results and the blasting results with miRBase 22.0, the conserved known miRNAs were identified from all six embryonic breast muscle samples. The reads did not map to selected pre-miRNAs in the miRbase but did map to the genome or the extended genome sequences; the hairpin second structures were predicted by RNAfold. 

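The sequences that matched miRBase numbered 684, and those predicted from hairpins of the duck genome, with names beginning with PC, numbered 273. Several names could stand for 1 sequence. The miRNA hsa-miR-133a-3p_L-1R+1, of the muscle-specific miR-133 family, shared its sequence and counts with gga-miR-133c-3p_1ss22CT, and mmu-miR-1a-3p shared them with hsa-miR-1-3p. In the same way hsa-miR-212-5p stood for gga-miR-212-5p and xla-miR-212-5p_R+1. The libraries held 774, 737 and 834 names with counts in E13 replicates 1, 2 and 3, and 648, 677 and 727 in E19 replicates 1, 2 and 3. The deposited table of all expressed miRNAs, as used here, listed 973 names, so 34 names came from the deposited comparison alone.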

In this study, a total of 812 known miRNAs were detected as well as 279 novel miRNAs (Supplementary Table S1). The top 25 abundantly expressed miRNAs at E13 and E19 were ordered by the total normalized counts of six samples (Table 2). 

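The 25 miRNAs of Table 2 took 68.4% of the counts in the library where their share was lowest and 80.3% where it was highest. In the edgeR test 9 of them were higher at E19, 2 were lower and 14 were not called. The miRNA gga-miR-26a-5p_R+1, of a family that promotes myogenic differentiation, rose from 203510 ± 51832 to 353049 ± 60374 normalized counts (SD, n = 3), a log2 fold change of 0.89 (standard error 0.23, adjusted p = 0.0372 from edgeR). The miRNA hsa-miR-92a-3p, of the miR-17/92 cluster known for cell proliferation, had 479597 ± 175136 normalized counts at E13 and 242231 ± 27274 at E19 (adjusted p = 0.0604 from edgeR). The p of gga-miR-26a-5p_R+1 was 0.052 and that of hsa-miR-92a-3p 0.0466 when edgeR used the size factors of DESeq2, and gga-miR-26a-5p_R+1 was also not called without E13 replicate 1, E13 replicate 3 or any 1 of the E19 replicates (adjusted p from 0.0571 to 0.202), with the factors of the authors (0.0541) or without names of structural RNA and miRNAs under 20 nt (0.0536). Table 2 had been seen before the miRNAs to be named were chosen.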

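The miRNA hsa-miR-125b-5p, which is known to keep myoblasts from differentiating, had 773384 ± 177148 normalized counts at E13 and 369259 ± 46959 at E19 (SD, n = 3). This is a log2 fold change of −0.96 (standard error 0.20, adjusted p = 0.0204 from edgeR), so that hsa-miR-125b-5p fell between the stages. Its share of the counts of the merged sequences, with 1 of its 2 listings counted, was 9.86 ± 1.59% at E13 and 5.33 ± 0.873% at E19. Its passenger strand hsa-miR-125b-1-3p_1ss9GT fell from 2664 ± 337 to 1303 ± 63.6 normalized counts (log2 fold change −0.93, adjusted p = 0.0165 from edgeR). The call of hsa-miR-125b-5p ended without E13 replicate 1 or 2 or E19 replicate 1 or 2 (adjusted p from 0.0521 to 0.072) and with offsets for GC content and length (0.0566). That of hsa-miR-125b-1-3p_1ss9GT ended without E13 replicate 1 or any 1 of the E19 replicates (adjusted p from 0.0519 to 0.071) and with those offsets (0.271).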

The most abundant miRNA was hsa-miR-125b, which is a muscle development regulator. Some members of muscle-related miRNA families, including miR-30, miR-206, miR-99, and miR-130, were abundantly expressed in both groups. 

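In the miR-30 family, whose members are known to promote myoblast differentiation, 12 of 18 tested members were higher at E19, none was lower and 6 were not called (17 higher when adjusted over the list alone). The miRNA hsa-miR-30c-5p_R+1 rose from 259948 ± 20892 to 368323 ± 23743 normalized counts (SD, n = 3), with a log2 fold change of 0.60 (standard error 0.11, adjusted p = 0.017 from edgeR). The miRNA hsa-miR-30d-5p_R+2 rose from 163669 ± 16169 to 252798 ± 18682 (log2 fold change 0.72, adjusted p = 0.0144 from edgeR). The miRNA gga-miR-130b-3p had 219941 ± 9959 normalized counts at E13 and 172197 ± 11992 at E19 and was not called (log2 fold change −0.26, adjusted p = 0.13 from edgeR, and 0.0391 when only miRNAs with a mean of at least 100 counts were tested). Of 17 tested members of the miR-130, miR-301 and miR-454 family, 2 were lower and 15 were not called (2 lower when adjusted over the list alone, and 1 lower over all miRNAs without any 1 library but E13 replicate 3). Without E13 replicate 3 there were also 2 higher members of that family. With DESeq2 or limma 1 was higher, and 1 was higher and 4 lower with at least 10 counts in every library or a mean of at least 100. With offsets for GC content and length 4 were lower. Without E13 replicate 1, E19 replicate 1 or E19 replicate 2 neither hsa-miR-30c-5p_R+1 nor hsa-miR-30d-5p_R+2 was called (adjusted p from 0.0548 to 0.0983), hsa-miR-30c-5p_R+1 was not called without E19 replicate 3 either (0.0588), and without E13 replicate 1, E19 replicate 1, 2 or 3 the miR-30 list held 3, 1, 3 or 7 higher members. The adjusted p of hsa-miR-30c-5p_R+1 was 0.0558 without names of structural RNA and miRNAs under 20 nt, and with offsets for GC content and length its log2 fold change was 0.012 (adjusted p = 0.974 from edgeR).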

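The predicted miRNAs, with names beginning with PC, had a median total of 16.1 normalized counts over the 6 libraries, compared with 343 for the miRNAs that matched miRBase. They took 0.0704% to 0.183% of the counts of a library, and 17 of the 273 had a total above the median of the matched miRNAs. The predicted miRNA PC-3p-655_6551, next in total to PC-5p-534_9459, had 7189 normalized counts, of which 0 were in E13 replicate 1 and 3122 in E19 replicate 1. Of 76 predicted miRNAs tested with edgeR, 1 was higher and 4 were lower at E19.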

For most novel miRNAs, the expression level was relatively lower than for known miRNAs. 

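The predicted miRNA PC-5p-534_9459 has the sequence ACCCTGTATGCTCGAATTTGTG. Its precursor was placed by the authors on the minus strand of the unplaced scaffold PEDO01000238.1 of CAU_duck1.0, from 43181 to 43286. In E13 replicates 1, 2 and 3 it had 3282.5, 4035 and 4213 normalized counts, and in E19 replicates 1, 2 and 3 it had 1937, 1763 and 2475. Its sequence matches that of cli-miR-10c-5p_R+1_1ss11AG, from an overlapping precursor, but for 1 base and the ends. Whether PC-5p-534_9459 is a miRNA of its own or a form of miR-10c-5p was not tested.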

PC-5p-534_9459, with a normalized count of 17,706, had the highest expression among all novel miRNAs (Supplementary Table S2). These results indicated that numerous miRNAs were expressed in embryonic skeletal muscle tissues.

### 3.3. Identification of Differentially Expressed miRNAs

To investigate the potential function of the known and novel miRNAs, we performed differential expression analysis with the criteria |log2 fold change| ≥ 1 and *p* ≤ 0.05 (Figure 3A, Supplementary Table S3). A total of 61 up-regulated and 48 down-regulated differentially expressed miRNAs were identified (Figure 3B). 

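miRNAs of muscle were among those that rose between E13 and E19, and miRNAs of epithelium among those that fell. Of the tested miRNAs, 122 were called by edgeR, 78 higher and 44 lower at E19, and 98 of these changed at least 2-fold (59 higher, 39 lower). Among the 10 largest increases of abundant miRNAs, hsa-miR-133a-5p of the muscle-specific miR-133 family rose from 2181 ± 290 to 8242 ± 2114 normalized counts (SD, n = 3), a log2 fold change of 2.00 (standard error 0.24, adjusted p = 0.00562 from edgeR). The miRNA hsa-miR-19b-3p, of the miR-17/92 cluster, rose from 1634 ± 994 to 7050 ± 2246 (log2 fold change 2.18, standard error 0.50), and hsa-miR-221-5p_R+4 rose from 456 ± 229 to 1297 ± 197 (log2 fold change 1.59). Among the 10 largest decreases, gga-miR-205b fell from 12738 ± 6207 to 387 ± 341 normalized counts (log2 fold change −4.95, standard error 0.84), and mmu-miR-205-5p, the main miRNA of squamous epithelium, from 115565 ± 102220 to 3964 ± 2350 (log2 fold change −4.79, standard error 1.21). The normalized counts of mmu-miR-205-5p were 7703, 211008 and 127983 in E13 replicates 1, 2 and 3, and 6661, 2873 and 2358 in E19 replicates 1, 2 and 3. The miRNA gga-miR-204, expressed in pigmented epithelium and eye, fell from 3113 ± 1792 to 380 ± 122 normalized counts, and cpi-miR-92b-3p, a relative of miR-92a, fell from 4565 ± 1346 to 972 ± 412. The miRNAs gga-miR-31-5p and gga-miR-2188-5p fell from 1372 ± 323 to 374 ± 68.0 and from 11982 ± 4313 to 3997 ± 308, and hsa-miR-214-3p, a miRNA of mesenchymal tissue, from 310794 ± 77204 to 96520 ± 15203 (log2 fold change −1.58, standard error 0.23). Their adjusted p-values from edgeR were 0.00908 for hsa-miR-214-3p, 0.0103 for gga-miR-31-5p and 0.038 for mmu-miR-205-5p. The calls of hsa-miR-19b-3p and hsa-miR-221-5p_R+4 ended without E13 replicate 1, E19 replicate 1 or E19 replicate 2 (adjusted p from 0.0876 to 0.14), and that of hsa-miR-221-5p_R+4 also without E13 replicate 2 (0.07), without E19 replicate 3 (0.0808) or with offsets for GC content and length (0.379). The call of mmu-miR-205-5p ended without any 1 library but E13 replicate 1 (0.0772 to 0.127), with limma (0.058 to 0.0611), without a filter on low counts (0.0852) and with offsets for GC content and length (0.056). Its log2 fold change was −0.84 with E13 replicate 1 as the only E13 library, a choice made after the data had been examined that leaves no spread within E13. The call of gga-miR-204 ended without any 1 of the E19 replicates (0.066 to 0.0751), that of cpi-miR-92b-3p without E13 replicate 1 (0.0521) or E19 replicate 1 (0.071), and that of gga-miR-2188-5p without E19 replicate 1 (0.071) or 2 (0.0686). Higher miRNAs made up 63.9% of the calls, but 52.7% (68 of 129) with the size factors of DESeq2 and 53.1% (69 of 130) with the factors of the authors, which moved the median log2 fold change of the tested miRNAs from −0.08 to −0.17 and −0.18. With offsets for GC content and length the log2 fold changes of hsa-miR-214-3p (−0.71), cpi-miR-92b-3p (−1.02) and hsa-miR-133a-5p (1.37) were smaller but still called by edgeR, and with the replicate block as well none of them was called. Leaving out 1 library gave 36 to 104 calls, with fewest without E19 replicate 1.

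**Figure D1:**
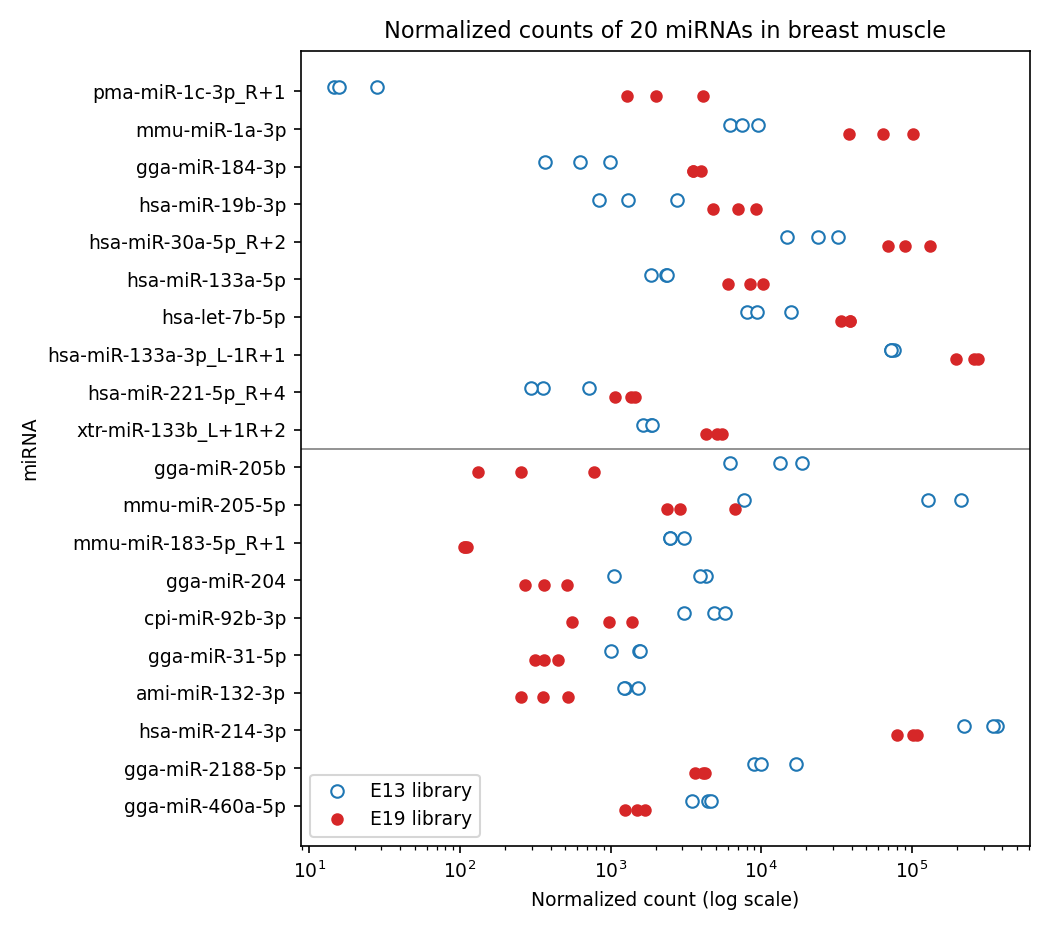
Normalized counts (log axis) of the 10 largest increases and the 10 largest decreases among abundant called miRNAs, 1 point per library, open for E13 and filled for E19, with n = 3 per stage. The E13 points of mmu-miR-205-5p run from 7703 to 211008, and its highest E19 point is at 6661.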

With the criteria of |log2 fold change| ≥ 1 and *p* ≤ 0.01, a total of 29 differentially expressed miRNAs were detected, of which 17 were up-regulated and 12 were down-regulated (Figure 3B). 

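In the deposited table of the authors, 31 names met the criteria with p of at most 0.01, 17 up-regulated and 14 down-regulated. Merged by sequence these were 29 miRNAs, 17 up-regulated and 12 down-regulated. Of these, 28 were tested with edgeR here, and 20 were called in the same direction while 8 were not called. The miRNA mmu-miR-183-5p_R+1, of a cluster known from sensory cells, fell from 2680 ± 337 to 108 ± 2.35 normalized counts (SD, n = 3), a log2 fold change of −4.53 (standard error 0.21, adjusted p = 1.50e-04 from edgeR). The miRNA gga-miR-301a-5p_L+2 fell from 846 ± 62.8 to 334 ± 13.6 normalized counts (log2 fold change −1.24, standard error 0.17). The miRNA ami-miR-132-3p, which is induced by neuronal activity and in growing vessels, fell from 1340 ± 166 to 377 ± 134 (log2 fold change −1.73, standard error 0.30). The miRNA gga-miR-460a-5p fell from 4167 ± 608 to 1485 ± 228 (log2 fold change −1.38, standard error 0.21). At p of at most 0.05 the table held 111 names, or 102 distinct sequences, of which 94 were tested and 63 were called by edgeR in the same direction. The p-values of the authors are not adjusted, and after Benjamini-Hochberg adjustment over all 1007 names the smallest was 0.0647, and over the 574 miRNAs tested here 0.0369, with 1 under 0.05.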

Subsequently, we performed clustering analysis on the 29 differentially expressed miRNAs with *p*-values of ≤0.01. The results showed that the up-regulated and down-regulated miRNAs were quite distinct between the E13 and E19 groups and there was little difference among the samples in each group (Figure 3C). 

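The miRNA aca-miR-182-5p_R+2, of the same cluster as miR-183, had 1015, 975 and 1209 normalized counts in E13 replicates 1, 2 and 3, and 59.2, 73.2 and 56.5 in E19 replicates 1, 2 and 3. It fell by 3.99 on the log2 scale (standard error 0.22, adjusted p = 3.02e-04 from edgeR). The miRNA mdo-miR-139-3p_1ss8AG, known to restrain cell growth, had 822, 917 and 711 normalized counts in the E13 libraries and 1947, 1970 and 2018 in the E19 libraries, and rose by 1.38 on the log2 scale (standard error 0.18, adjusted p = 0.00708 from edgeR). Some miRNAs called by edgeR varied more within E13, such as gga-miR-204, which the paper did not cluster (t-test p of the authors 0.118, not adjusted). The counts of gga-miR-204 were 1055 in E13 replicate 1, 4332 in E13 replicate 2 and 3950 in E13 replicate 3, and its call ended without any 1 of the E19 replicates (adjusted p from 0.066 to 0.0751 with edgeR). For all 122 miRNAs called by edgeR the 3 libraries of a stage lay above all libraries of the other stage. The same held for 274 of all 574 tested miRNAs, where chance gives 10% for 1 miRNA. The miRNAs share the same libraries and are not independent, so these shares are not a test.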

Among the 29 differentially expressed miRNAs, PC-5p-49314_22 was an up-regulated novel miRNA, whereas PC-5p-14372_125 and PC-3p-13429_133 were down-regulated novel miRNAs; the remaining 26 miRNAs were known miRNAs. 

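The predicted miRNA PC-5p-49314_22, placed on the plus strand of chromosome 5 from 30372346 to 30372418, had 6, 7 and 9 raw counts in E19 replicates 1, 2 and 3 and 0 in each E13 library, too few for the edgeR test. The predicted miRNA PC-5p-14372_125, on the minus strand of scaffold PEDO01014631.1 from 2094 to 2182, had 52.2 ± 7.34 normalized counts at E13 and 23.7 ± 6.68 at E19 (SD, n = 3), a log2 fold change of −1.03 (standard error 0.39, adjusted p = 0.101 from edgeR). The predicted miRNA PC-3p-13429_133, on the minus strand of chromosome 1 from 82715491 to 82715580, had 32.0 ± 1.69 normalized counts at E13 and 15.0 ± 3.75 at E19 (adjusted p = 0.139 from edgeR). The p-values in the deposited table of the authors, not adjusted, were 0.00451, 0.00784 and 0.00721 in the same order. Both PC-5p-14372_125 and PC-3p-13429_133 had an adjusted p of 0.0298 from edgeR when only miRNAs with at least 10 counts in every library were tested, over ranges of 0.0298 to 0.368 and 0.0298 to 0.707 among the alternatives.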

A total of 100 differentially expressed miRNAs were found in both groups; meanwhile, six differentially expressed miRNAs were uniquely expressed in E13 and three were in E19 (Figure 3D). These results demonstrated that miRNAs were differentially expressed during different embryonic muscle stages and may play crucial roles in duck skeletal muscle development.

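Of the miRNAs that met the criteria in the deposited table of the authors, 6 had counts in E13 alone, 3 in E19 alone and 102 in both stages. In E13 alone, the predicted miRNA PC-5p-42770_29 had 37, 20 and 38 raw counts in replicates 1, 2 and 3, the predicted miRNA PC-5p-46199_25 had 13, 14 and 21, and mmu-miR-183-3p_L-1_2ss11GA12AT had 19, 15 and 15. These were tested and called lower at E19 by edgeR, with adjusted p = 0.0125, 0.0204 and 0.0216. In E19 alone, dre-let-7j_R+3_1ss10TA, a longer form of a let-7 miRNA, had 6, 13 and 11 raw counts in replicates 1, 2 and 3, and aca-miR-137b-3p_1ss23GC, a neuronal miRNA, had 5, 9 and 6. Counts of all 9 miRNAs ran from 3 to 38 where they were found, so a low level in the other stage was not detectable at this depth.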

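Lists of miRNA families and of cell type markers were set before the data were examined, apart from Tables 2, S2 and S3, which had been seen, and the counts of each list were also summed. The muscle miRNAs (miR-1, miR-133, miR-206, miR-208, miR-486 and miR-499), of which miR-486 is not specific to muscle, rose together from 249063 ± 27656 to 612162 ± 120826 normalized counts (SD, n = 3), a log2 fold change of 1.39 (standard error 0.17, adjusted p = 6.75e-04 from edgeR over the 27 lists). They took 2.58%, 3.61% and 3.51% of the counts of E13 replicates 1, 2 and 3, and 9.51%, 9.71% and 7.08% of those of E19 replicates 1, 2 and 3. The summed miR-30 family rose by a log2 fold change of 0.82 (adjusted p = 6.03e-04), the let-7 family by 0.70 (0.00499), the miR-26 family by 0.86 (0.00982), miR-15/16 by 0.56 (0.0124) and miR-23/27/24 by 0.37 (0.0363), all from edgeR. The cluster of miR-199 and miR-214 fell by 0.62 (0.00342), miR-99 with miR-100 and miR-125 by 0.64 (0.00982), miR-132 with miR-212 by 1.42 and miR-460 by 1.35 (both 0.00342). Log2 fold changes of the totals of miR-17/92 (−0.26), miR-181 (0.23), miR-29 (−0.94), miR-10 (−0.29), miR-130 with miR-301 and miR-454 (−0.20) and miR-221 with miR-222 (−0.02) were not called (adjusted p from 0.121 to 0.876). The total of miR-17/92 was called without E13 replicate 1 (−0.44, adjusted p = 0.0349 from edgeR) and that of miR-130 with miR-301 and miR-454 with the factors of the authors (−0.29, 0.0489). The sign changed for miR-29 without E13 replicate 1 (0.05) and for miR-221 with miR-222 with library size only or without E13 replicate 3 (0.03 in both) or E13 replicate 2 (0.01). By single miRNAs, the numbers higher, lower and not called were 4, 2 and 25 in miR-17/92 (3 higher and 2 lower when adjusted over the list alone), 1, 0 and 9 in miR-181 (none), 3, 0 and 2 in miR-26 (3 higher), and 0, 0 and 1 in miR-29 (none). They were 2, 0 and 15 in miR-23/27/24 (none when adjusted over the list alone), 0, 2 and 9 in miR-199 with miR-214 (2 lower), 0, 1 and 10 in miR-10 (1 lower) and 2, 0 and 7 in miR-221 with miR-222 (2 higher). Without E13 replicate 1, E19 replicate 1 or E19 replicate 2 no member of miR-17/92, miR-181, miR-26, miR-23/27/24 or miR-10 was called. Without E19 replicate 3 none of miR-181, miR-23/27/24 or miR-10 was called and 2 of miR-17/92 were higher, without E13 replicate 2 none of miR-23/27/24 was called and none of miR-17/92 was lower, without E13 replicate 3 1 of miR-23/27/24 was higher, and 1 member of miR-199 with miR-214 was lower whichever library was left out. Single members of miR-221 with miR-222 were not called without E13 replicate 1 or E19 replicate 1, and 1 was without E13 replicate 2, E19 replicate 2 or E19 replicate 3. In miR-17/92, 4 members were lower with the size factors of DESeq2, the factors of the authors or limma, 5 with DESeq2, with at least 10 counts in every library, with a mean of at least 100 or without names of structural RNA and miRNAs under 20 nt, and none with offsets for GC content and length, while library size only gave 2 higher and 1 lower. In miR-10, 2 were lower with limma, with the offsets or with at least 10 counts in every library, and 3 with DESeq2, with a mean of at least 100 or without names of structural RNA. The number higher in miR-181 was 2 with DESeq2 and 0 with its size factors or the factors of the authors, and in miR-23/27/24 it was 5 with the offsets and 1 with limma or either of those factors. With the offsets 1 of miR-199 with miR-214 was lower and 1 of miR-221 with miR-222 higher. Median log2 fold changes of members had the other sign than the total for miR-10 (0.31), miR-17/92 (0.22) and miR-221 with miR-222 (0.21). Among markers of other cell types, the epithelial list (miR-141, miR-200, miR-203, miR-205, miR-375 and miR-429) took 0.203%, 3.55% and 2.7% of the counts of E13 replicates 1, 2 and 3, and 0.294%, 0.137% and 0.092% of those of E19 replicates 1, 2 and 3, and of 12 tested members 2 were lower and 10 not called (9 lower when adjusted over the list alone, and also 9 lower over all miRNAs without E13 replicate 1, but 1 without any other library). Over all miRNAs there were also 4 lower with the size factors of DESeq2 or the factors of the authors, 9 with DESeq2, 7 with at least 10 counts in every library, 8 with a mean of at least 100 or without names of structural RNA and miRNAs under 20 nt, and 1 with limma or without a filter on low counts. The cartilage list (miR-140) took 14.9%, 0.756% and 4.65% of the counts in E13 and 1.93%, 0.884% and 1.67% in E19, with a log2 fold change of −2.31 (adjusted p = 0.0919 from edgeR) and all 3 tested members not called (none when adjusted over the list alone). Without E13 replicate 2 its total was called (−2.85, adjusted p = 0.0104 from edgeR) and all 3 members were lower, and DESeq2 called 2 lower. Without E13 replicate 1, the library with most of these counts, its total was −0.97 (adjusted p = 0.313 from edgeR). The endothelial, smooth muscle and miR-146 totals rose, and that of the miR-183 cluster fell. The total of miR-15/16 was not called without E13 replicate 1 or 3 or E19 replicate 1 or 2 (adjusted p from 0.0533 to 0.0833), that of miR-26 without E19 replicate 1 or 2 (0.0522 and 0.0883), and that of miR-23/27/24 without any 1 of the libraries (from 0.0585 to 0.275) or with the size factors of DESeq2 (0.0994). From the miRNAs that differed between the stages, the paper proposes that these miRNAs may have important roles in the development of duck skeletal muscle.

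**Figure D2:**
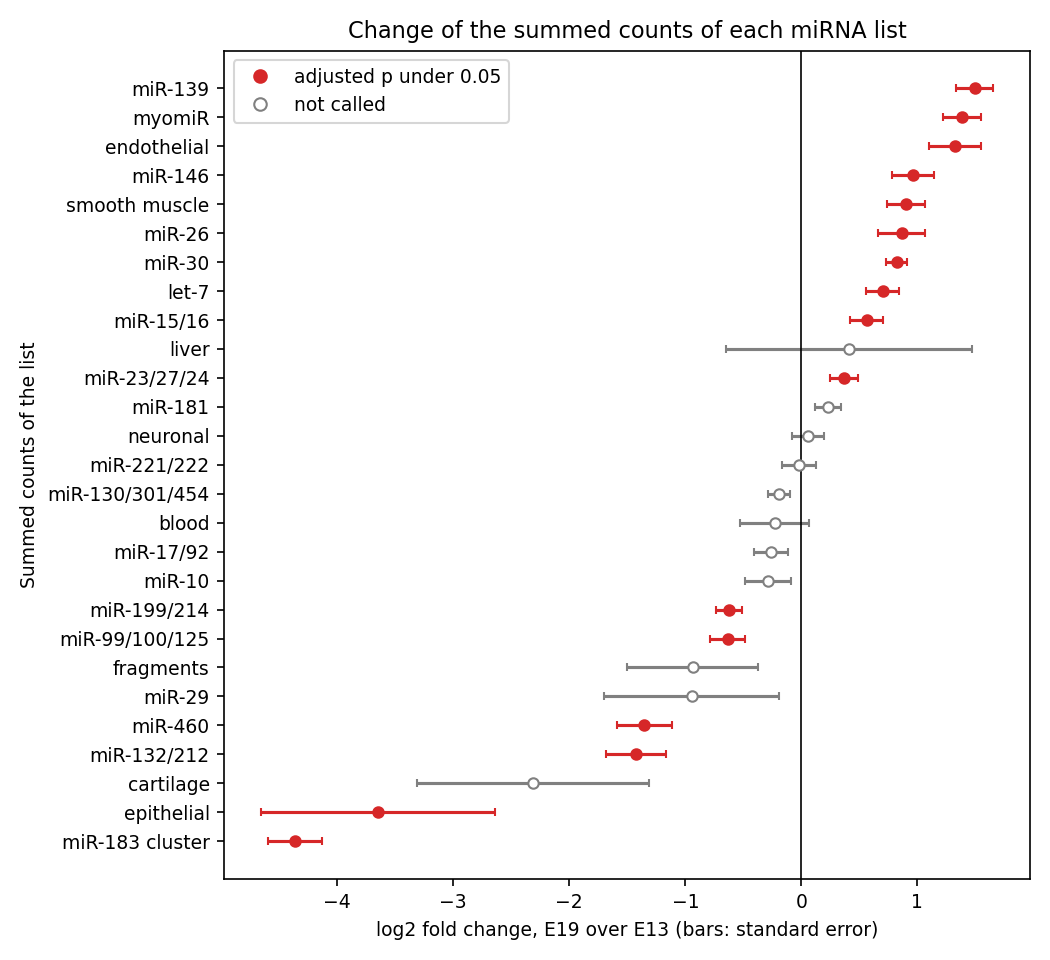
Log2 fold change of E19 over E13 of the summed counts of each of the 27 lists, with bars of 1 standard error and filled points where the adjusted p was under 0.05. The list of muscle miRNAs lies at 1.39 and the list of miR-99, miR-100 and miR-125 at −0.64, and the cartilage and epithelial lists have long bars.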

### 3.4. qPCR Validation of the Differentially Expressed miRNAs

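The miRNA hsa-miR-212-5p had 1071, 1110 and 827 normalized counts in E13 replicates 1, 2 and 3, and 376, 243 and 416 in E19 replicates 1, 2 and 3, and fell by 1.43 on the log2 scale (standard error 0.28, adjusted p = 0.0177 from edgeR). The miRNA hsa-miR-126-5p, made in endothelial cells, had 9839, 13541 and 12517 normalized counts at E13 and 22090, 24726 and 22003 at E19 (log2 fold change 1.03, standard error 0.17, adjusted p = 0.013 from edgeR). The longer form hsa-miR-30a-5p_R+2 had 23828, 14775 and 32504 normalized counts at E13 and 89968, 132703 and 69151 at E19 (log2 fold change 2.12, standard error 0.36). For hsa-let-7b-5p these were 8108, 15716 and 9426 at E13 and 38949, 38833 and 33848 at E19 (log2 fold change 1.84, standard error 0.27, adjusted p = 0.00976 from edgeR). For gga-miR-184-3p they were 622, 988 and 367 at E13 and 3974, 3539 and 3536 at E19 (log2 fold change 2.59, standard error 0.37). All 3 libraries of a stage lay on 1 side of the other stage for each of these miRNAs (exact two-sided permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Without E19 replicate 1 the calls of hsa-miR-212-5p (adjusted p = 0.0669), hsa-miR-126-5p (0.0536) and hsa-miR-30a-5p_R+2 (0.0669) by edgeR ended. The call of hsa-miR-212-5p also ended without E13 replicate 1 (0.0517), that of hsa-miR-126-5p without E19 replicate 2 (0.0502), and that of hsa-miR-30a-5p_R+2 without E13 replicate 1 (0.0641) or E19 replicate 2 (0.0583).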

To validate the sequencing data, we randomly selected five differentially express miRNAs, hsa-miR-212-5p, has-miR-126-5p, hsa-miR-30a-5p_R + 2, has-let-7b-5p, and gga-miR-184-3p, to perform the qPCR. miRNA expression patterns were in agreement with their sequencing results, in which hsa-miR-212-5p was down-regulated and has-miR-126-5p, hsa-miR-30a-5p_R + 2, has-let-7b-5p, and gga-miR-184-3p were up-regulated (Figure 4). Thus, the deep sequencing data were reliable and efficient for detecting the differentially expressed miRNAs.

### 3.5. Target Gene Prediction and Enrichment Analysis

Predicting the target genes of miRNAs is important since they exert their biological function by suppressing the translation of their target genes. A total of 20,651 binding sites were identified with all differentially expressed miRNA and 1788 target genes were predicted (Supplementary Table S4). To predict the function of the differentially expressed miRNAs, GO analysis was performed with their target genes. A total of 380 terms in biological processes, cellular components, and molecular functions were significantly enriched for these target genes. The most significantly enriched GO terms included protein binding, ATP binding, nucleus, cytoplasm, cytosol, platelet-derived growth factor receptor signaling pathway, positive regulation of mitogen-activated protein (MAP) kinase activity, and interleukin-1 receptor activity (Figure 5A, Supplementary Table S5). Some muscle-related GO terms, including cardiac muscle tissue morphogenesis, artery smooth muscle contraction, negative regulation of cardiac muscle contraction, and negative regulation of myofibroblast differentiation, were also significantly enriched by target genes of the differentially expressed miRNAs. In addition, KEGG pathway analysis showed that the target genes were notably enriched on lysosomes, bacterial invasion of epithelial cells, and the following pathways: MAPK signaling, FoxO signaling, toll-like receptor signaling, vascular endothelial growth factor (VEGF) signaling, and Hippo signaling (Figure 5B, Supplementary Table S6). Interestingly, MAP kinase related pathways (positive regulation of MAP kinase activity and MAPK signaling pathways) were significantly enriched in different databases. Seven genes that partake in MAPK signaling pathways and the miRNAs targeted to them are listed in Figure 5C. Some myo-miRNAs, including miR-206, miR-15 family, let-7 family, miR-133 family, miR-181 family, and miR-30 family can bind with *AKT Serine/Threonine Kinase 3* (*AKT3*), *FGFRL1*, *Mitogen-activated protein kinase 14* (*MAPK14*), *Platelet derived growth factor receptor like* (*PDGFRL*), *Rac family small gtpase 1* (*RAC1*), *Cell division cycle 42* (*CDC42*), and *Dual specificity phosphatase 10* (*DUSP10*). Furthermore, we also conducted PPI network analysis with 286 target genes with a context score percentile >90 and max energy <−25 (Supplementary Table S7). In the interaction network, some growth regulators, such as *Epidermal growth factor* (*EGF*), *Epidermal growth factor receptor* (*EGFR*), *AKT3*, *Signal transducer and activator of transcription 3* (*STAT3*), and *Phosphatidylinositol-4,5-bisphosphate 3-kinase catalytic subunit alpha* (*PIK3CA*), were found in the center of the cluster (Figure 5D). These results indicated that the differentially expressed miRNAs regulated embryonic skeletal muscle development by targeting the muscle-related genes.

### 3.6. Verification of the Interaction between miRNA and Target Gene

Based on the bioinformatic results above, we selected hsa-miR-212-5p and its target genes to perform the target relation analysis (Figure 6A). 

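The sequence ACCTTGGCTCTAGACTGCTTACT was listed under the names hsa-miR-212-5p, gga-miR-212-5p and xla-miR-212-5p_R+1, after human, chicken and frog records of miRBase, with identical counts. Its normalized counts were 1003 ± 154 at E13 and 345 ± 90.4 at E19 (SD, n = 3). In the table of the authors this sequence had no location on CAU_duck1.0. In the list of miR-132 and miR-212, whose members come from 1 precursor transcript, 3 of 4 tested miRNAs were lower at E19 and 1 was not called (3 lower when adjusted over the list alone). Of these 3 calls 1 was left without E13 replicate 1, and 1 without E19 replicate 1.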

The sequence of miR-212-5p is conserved among species, including humans, mice, cows, dogs, chickens, and ducks (Figure 6B). To validate the binding relation between has-miR-212-5p and *FGFRL1*, *IGF2BP1*, we constructed dual-luciferase reporter vectors by inserting wild-type and mutated-type sequences containing the binding sites of duck *FGFRL1* (NCBI Reference Sequence: XM_005016118.4) and *IGF2BP1* (NCBI Reference Sequence: XM_027445469.1) into pmirGLO plasmids (Figure 6B). After the co-transfection of wild/mutated vector and mimic/mimic NC into DF-1, luminescence signals were tested using an Infinite 200 PRO plate reader. The results showed that the relative luminescence activity of the groups with hsa-miR-212-5p mimic and pmirGLO-FGFRL1-wild was significantly lower than in the groups with hsa-miR-212-5p mimic and pmirGLO-FGFRL1-mut (*p* < 0.05; Figure 6C). Similarly, the relative luminescence activity of the group with hsa-miR-212-5p mimic and pmirGLO-IGF2BP1-wild was less compared with the group which was co-transfected with hsa-miR-212-5p mimic and pmirGLO-IGF2BP1-mut (*p* < 0.05; Figure 6D). These results indicated that *FGFRL1* and *IGF2BP1* target genes of hsa-miR-212-5p.

## 4. Discussion

Ducks are economically viable livestock in China and provide both meat and eggs for human consumption. The Shan Ma duck is a popular small-sized Chinese duck breed that is different from the Pekin duck. A number of studies have shown that miRNAs are related to growth and development in animals [29,30]. In this study, we used high-throughput sequencing to compare the expression of miRNAs in embryonic stages E13 and E19 of the Shan Ma duck, and analyzed the differentially expressed miRNAs, their target genes, and their molecular functions. The results showed that the miRNA lengths were evenly distributed between 18–26 nt, but miRNA expression of 20–24 nt was the highest. 

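Weighted by counts, the mean length of the miRNAs was 22.164 ± 0.040 nt at E13 and 22.306 ± 0.011 nt at E19 (SD, n = 3, exact two-sided permutation test, p = 0.1). miRNAs of 22 nt took 61.2 ± 3.49% of the counts at E13 and 54.2 ± 0.79% at E19, and those of 24 nt took 8.49 ± 0.642% and 13.9 ± 0.237%. A few abundant miRNAs weigh heavily in these shares. Of 24 nt are hsa-miR-30c-5p_R+1 (3.34% at E13, 5.3% at E19), hsa-miR-30d-5p_R+2 (2.11%, 3.63%) and hsa-miR-30a-5p_R+2 (0.31%, 1.39%). The shares alone therefore do not show a lengthening of miRNAs in general. The range of 20 to 24 nt held 98.6% of the counts in both stages. By distinct sequence, 352 of 957 (36.8%) were 22 nt long, 178 were 23 nt, 69 were 18 nt and 13 were 26 nt. Forms with bases added at the 3′ end had higher log2 fold changes than other forms under the same miRBase name. The forms could also differ at the 5′ end or by a substitution, so those with added 3′ bases need not be longer. For example, ssc-miR-30a-3p_L-1R+1_1ss10GT lacks a base at the 5′ end and has 22 nt. The difference was 0.86 between forms of hsa-miR-133b, a muscle-specific miRNA, 1.49 for gga-let-7l-5p and 1.41 for ssc-miR-30a-3p, and near 0 for others, such as hsa-miR-23a-3p (0.0466) and hsa-miR-1260a (0.0214), the latter on the list of structural RNA names. Over 9 miRNAs with both kinds of form the mean difference was 0.644 (standard error 0.207, higher in 9 of 9, exact sign-flip permutation test, p = 0.00391). All of these differences come from the same libraries, so this p measures the spread between miRNAs and not between samples. The 34 tested members of a list of names that match tRNA, rRNA and other structural RNA were not called by edgeR (none when adjusted over the list alone, but 2 higher with offsets for GC content and length and 1 lower with DESeq2). Their share was 0.407%, 1.21% and 0.357% of the counts in E13 replicates 1, 2 and 3, and 0.407%, 0.192% and 0.476% in E19 replicates 1, 2 and 3 (exact permutation test, p = 0.6). In the comparison of 3′ forms, both forms had a mean of at least 100 counts in 2 of the 9 miRNAs (mean difference 1.18), too few for a test.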

The results are similar to other miRNA studies of chickens, ducks, and geese [18,29,31,32]. In the current study, 1091 miRNAs, including 812 known miRNAs and 279 novel miRNAs, were detected; this was a much greater number than in a previous study of Pekin ducks (359 known miRNAs and 23 novel miRNAs) [18]. The expression levels of has-miR-125b-5p, hsa-miR-100-5p_1ss9GT, and hsa-miR-99a-5p_R-1_1ss9GT were the highest in E13 and E19. miR-125b-5p can target *TNF Receptor Associated Factor 6* (*TRAF6*) (a muscular dystrophy factor) to slow down skeletal muscle atrophy [33]. 

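By mean normalized count, hsa-miR-125b-5p ranked 1 at E13 and 2 at E19, hsa-miR-100-5p_1ss9GT ranked 2 and 1, and hsa-miR-99a-5p_R-1_1ss9GT ranked 4 in both stages. The other places were held by hsa-miR-140-3p_L-1R+2_1ss10GT, 3 at E13, and hsa-miR-30c-5p_R+1, 3 at E19. The rank of hsa-miR-140-3p_L-1R+2_1ss10GT rests on E13 replicate 1, with 1261316 normalized counts against 57305 and 318557 in E13 replicates 2 and 3. The miRNA hsa-miR-100-5p_1ss9GT had 575713 ± 90357 normalized counts at E13 and 373857 ± 39854 at E19 (SD, n = 3, log2 fold change −0.52, standard error 0.16, adjusted p = 0.0613 from edgeR). For hsa-miR-99a-5p_R-1_1ss9GT these were 519278 ± 62879 and 356408 ± 27373 (log2 fold change −0.44, standard error 0.14, adjusted p = 0.0621 from edgeR). Of 14 tested miRNAs of the list of miR-99, miR-100 and miR-125, 2 were lower and 12 were not called (2 lower when adjusted over the list alone). With the size factors of DESeq2 edgeR called both hsa-miR-100-5p_1ss9GT (adjusted p = 0.0415) and hsa-miR-99a-5p_R-1_1ss9GT (0.0395), and without E13 replicate 1, E19 replicate 1 or E19 replicate 2 none of the list was called, and without E13 replicate 2 or E19 replicate 3 only 1 miRNA was. In that list 4 were lower with those size factors, the factors of the authors or limma, 5 with DESeq2, and none with offsets for GC content and length. When the reads of a sequence were summed over all its listings, an alternative chosen after the data had been examined, hsa-miR-125b-5p kept rank 1 over all libraries, hsa-miR-92a-3p ranked 2, hsa-miR-100-5p_1ss9GT 6 and hsa-miR-99a-5p_R-1_1ss9GT 8.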

High-throughput miRNA sequencing has shown that miR-100-5p and miR-99a-5p are significantly highly expressed in human skeletal muscle, and could play an important role in skeletal muscle movement by targeting PI3K/AKT signaling pathways [34].

Expression levels of miRNAs are not the same in different tissues or at different developmental stages in same tissue. In this study, we compared miRNAs that were expressed at E13 and E19 and identified 109 differentially expressed miRNAs, of which 61 were up-regulated and 48 were down-regulated. Among these differentially expressed miRNAs, some myo-miRNAs, such as miR-206, members of the let-7 family, miR-16 family, and miR-133 family, already appear in the list of differentially expressed miRNAs. 

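In the list of muscle miRNAs 12 of 20 tested members were higher at E19, none was lower and 8 were not called (13 higher when adjusted over the list alone). The miRNA gga-miR-206, which promotes the differentiation of myoblasts, rose from 147487 ± 26205 to 254883 ± 46456 normalized counts (SD, n = 3), a log2 fold change of 0.88 (standard error 0.19, adjusted p = 0.0225 from edgeR). The miRNA hsa-miR-133a-3p_L-1R+1 rose from 73730 ± 2172 to 242695 ± 40108 (log2 fold change 1.81, standard error 0.14, adjusted p = 0.00134 from edgeR), and xtr-miR-133b_L+1R+2 from 1800 ± 127 to 4983 ± 610 (log2 fold change 1.56, standard error 0.17). In the let-7 family 9 of 29 tested members were higher, 3 were lower and 17 were not called (12 higher and 3 lower when adjusted over the list alone), and hsa-let-7g-5p rose from 86279 ± 9310 to 139814 ± 22978 (log2 fold change 0.79, adjusted p = 0.0192 from edgeR). In the miR-15/16 family, which restrains the cell cycle, 3 of 14 were higher, none was lower and 11 were not called (3 higher when adjusted over the list alone). With DESeq2 1 was lower. There gga-miR-16c-5p rose from 28062 ± 4184 to 54635 ± 13702 and gga-miR-16-5p from 5392 ± 931 to 11102 ± 2199 (log2 fold changes 1.05 and 1.13). The calls of gga-miR-206, hsa-let-7g-5p, gga-miR-16c-5p and gga-miR-16-5p each ended without E13 replicate 1, E19 replicate 1 or E19 replicate 2, and that of gga-miR-206 also without E13 replicate 3 (adjusted p from 0.0581 to 0.0918 with edgeR). With offsets for GC content and length, hsa-let-7g-5p had a log2 fold change of 0.15 (adjusted p = 0.703 from edgeR) and 1 let-7 member was higher, and leaving out 1 library brought let-7 to 2 and miR-15/16 to 0 higher members without E13 replicate 1, E19 replicate 1 or E19 replicate 2, and let-7 to 5 without E19 replicate 3.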

Interestingly, there was a significant difference in the expression of mmu-miR-1a-3p between the two groups, while there was no significant difference and low expression among other members of the miR-1 family, suggesting that the miR-1 family in ducks is less conserved than that of other species. In addition, the expression of gga-miR-460a-3p, gga-miR-184-3p, and xtr-miR221_R + 2 showed extremely significant differences in our data (*p* < 0.0001). miR-184 can regulate cardiac hypertrophy by targeting *Urothelial cancer associated 1* (*UCA1*) [35]. miR-221 can promote the proliferation of satellite cells and inhibit the formation of myotubes [36]. 

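The miRNA mmu-miR-1a-3p, a muscle-specific miRNA that promotes myoblast differentiation, rose from 7738 ± 1632 to 68287 ± 32107 normalized counts (SD, n = 3), a log2 fold change of 3.22 (standard error 0.39, adjusted p = 0.00568 from edgeR). Other forms and members of the miR-1 family had fewer counts, among them hsa-miR-1-3p_R+1, a longer form of the sequence of mmu-miR-1a-3p. The longer form pma-miR-1c-3p_R+1 rose from 19.6 ± 7.59 to 2476 ± 1475 (log2 fold change 7.02, standard error 0.61, adjusted p = 0.00199 from edgeR). The miRNA gga-miR-1b-3p_R+1 rose from 236 ± 40.9 to 650 ± 306, hsa-miR-1-3p_R+1 from 1.61 ± 2.79 to 99.3 ± 58.0 and mmu-miR-1a-1-5p from 17.0 ± 10.2 to 115 ± 30.5, with adjusted p = 0.0298, 0.0185 and 0.0152 from edgeR. The miRNA gga-miR-1b-5p_L+1R-1 had 19.6 ± 9.49 at E13 and 37.0 ± 4.17 at E19 and was not called (adjusted p = 0.178). In the deposited table of the authors the p-values, not adjusted, were 0.0819 for mmu-miR-1a-3p and 0.102 for pma-miR-1c-3p_R+1.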

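The miRNA gga-miR-460a-3p had 183, 169 and 185 normalized counts in E13 replicates 1, 2 and 3, and 51.4, 66.2 and 63.5 in E19 replicates 1, 2 and 3, and fell by 1.47 on the log2 scale (standard error 0.21, adjusted p = 0.00908 from edgeR). Of 3 tested miRNAs of the miR-460 list 2 were lower and 1 was not called (2 lower when adjusted over the list alone). The longer form xtr-miR-221_R+2 rose from 258 ± 58.6 to 703 ± 58.8 normalized counts (SD, n = 3, log2 fold change 1.54, standard error 0.25, adjusted p = 0.0113 from edgeR). This is a minor form. The far more abundant hsa-miR-221-3p had 79066 ± 10834 normalized counts at E13 and 85423 ± 5544 at E19 and was not called. Nor was the total of miR-221 with miR-222 (log2 fold change −0.02, adjusted p = 0.876 from edgeR). The miRNA gga-miR-184-3p rose from 659 ± 312 to 3683 ± 252. In the deposited table of the authors the p-values, not adjusted, were 6.42e-05 for gga-miR-460a-3p, 2.57e-04 for gga-miR-184-3p and 7.53e-04 for xtr-miR-221_R+2. The call of xtr-miR-221_R+2 by edgeR ended without E13 replicate 1 (adjusted p = 0.0519) or E19 replicate 1 (0.0536).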

No research on the relationships between miR-460a-3p and muscle development has been reported; therefore, we suggest that it should be closely studied in the future. 

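The predicted miRNA PC-5p-534_9459 had 3844 ± 494 normalized counts at E13 and 2059 ± 371 at E19 (SD, n = 3), a log2 fold change of −0.80 (standard error 0.23). Its adjusted p from edgeR was 0.0502, so that it was not called. With the size factors of DESeq2 in edgeR its log2 fold change was −0.89 (adjusted p = 0.0281), and the Wald test of DESeq2 gave an adjusted p of 9.81e-04. Its log2 fold change in the deposited table of the authors was −0.90, with a p of 0.00906 that was not adjusted.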

Regarding novel miRNAs, the expression of PC-5p-534_9459 was very high and there was a significant difference between E13 and E19. Target gene prediction showed that *Retinoic acid receptor beta* (*RARB*), a myoblast differentiation regulator [37], was a target gene of PC-5p-534_9459.

Skeletal muscle development includes myoblast proliferation and the hypertrophy of myotubes. The differentiation of the myoblast and satellite cell is the important process of myogenesis. The myogenesis-related miRNAs, including miR-1a-3p, miR-133a-3p, miR-133b-3p, miR-206-3p, miR-128-3p and miR-351-5p, can negatively regulate the c-Jun N-terminal kinase (JNK)/MAPK pathway and promote myoblast differentiation [38]. Enrichment analysis of the target genes of differential miRNAs showed that these target genes were significantly enriched on 380 GO terms and 38 KEGG signaling pathways. Among the GO terms, 246 biological processes were significantly enriched, including many muscle-related items, cell proliferation items, and cell differentiation items, including positive regulation of MAP kinase activity (*p* < 0.0003). There were also many signaling pathways related to cell proliferation and growth in the enriched signal pathways, among which the MAPK signaling pathway was significantly enriched (*p* < 0.0014). MAPK signaling pathways participate in the signal transduction of various growth factors, cytokines, mitogens, and hormone receptor activation, and play an important role in regulating cell proliferation, growth, and differentiation [39,40,41]. Members of the MAPK signaling pathways, such as *AKT2*, *AKT3*, *RAC1*, and *CDC42*, all play essential roles in muscle development or animal growth [42,43,44,45]. Therefore, we speculate that differentially expressed miRNAs regulate the differentiation of myoblasts and muscle development of duck embryos by targeting MAPK signaling pathway-related genes and regulating the activity of MAPK signaling pathways.

According to the predicted results, we selected target genes with context score percentiles >90 and max energy <−25 to generate an interaction network. In line with expectations, genes related to muscle development appeared in the network. EGF and its receptor, EGFR, play an important role in skeletal muscle development, and synthetic EGF protein can induce the proliferation, differentiation, and myotube fusion of myoblasts [46,47]. Based on the prediction, aca-miR-181a_L + 2, and gga-miR-22-3p can target the *EGF* gene. PIK3CA is an integral part of the PI3K signaling pathway and can interact with AKT and mechanistic target of rapamycin kinase (mTOR) signal pathways; IGF/PI3K/Akt signaling is an important pathway in the regulation of muscle differentiation and growth [48,49]. From our results, we suggest that *PIK3CA* is a target gene of cpi-miR-92b-3p, ssc-miR-30a-3p_L-1R + 1_1ss10GT, and cli-miR-10c-5p_R + 1_1ss11AG. miRNAs can be considered as core to competing endogenous RNAs (ceRNAs) regulatory networks and an intermediate bridge between all types of RNA [10,50]. Based on the prediction results of miRNA and target genes, we constructed a ceRNA network using the same miRNA as the core. We also verified the target relation between miR-212-5p and *FGFRL1*, *IGF2BP1* using luciferase assays. The results indicated that miR-212-5p may regulate skeletal muscle by binding *FGFRL1* and *IGF2BP1*.

## 5. Conclusions

Here, we characterized the miRNA profiles at two different developmental stages of embryonic breast muscle in the Shan Ma duck. We detected 812 known miRNAs and 279 novel miRNAs across six samples. Of all detected miRNAs, a total of 109 miRNAs were differentially expressed between E13 and E19. The GO, KEGG enrichment analysis, and PPI network with the target genes of the differentially expressed miRNAs gave us more clues regarding the underlying mechanisms of the regulation of miRNAs on skeletal muscle development. These results provide a basis for further studies on duck skeletal muscle development.

## Figures and Tables

**Figure 1:**
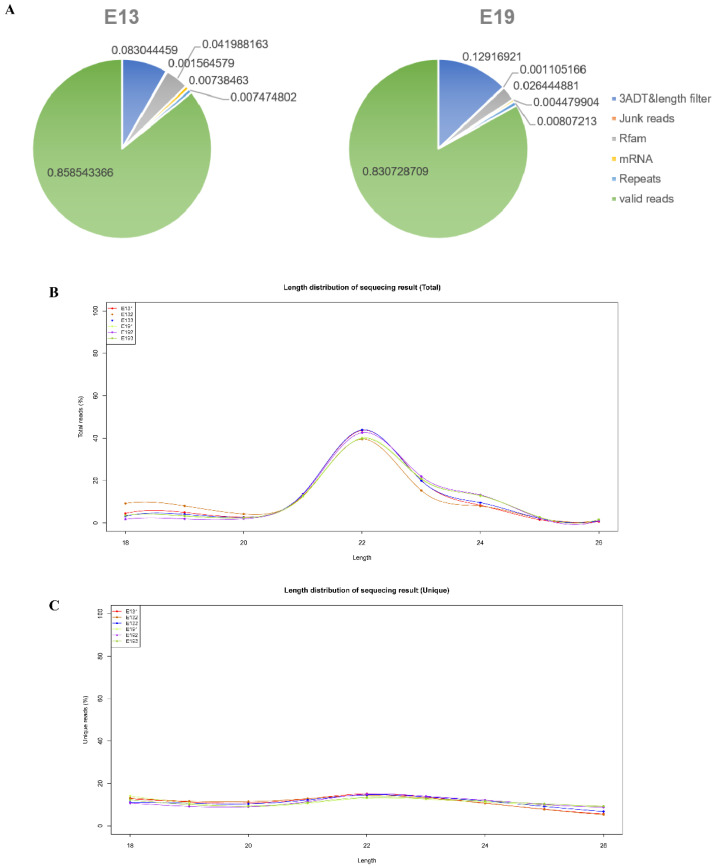
Overview of sequencing data. (**A**) Pie chart distribution annotation of the small RNAs at embryonic day 13 (E13) and E19; (**B**) Length distribution percentage of small RNA sequences in embryonic duck breast muscle. All validated reads of 18–26 nucleotides (nt) for E13 and E19 were assessed for size distribution; (**C**) Length distribution percentage of unique reads in embryonic duck breast muscle. The validated unique reads of 18–26 nt were counted for size distribution.

**Figure 2:**
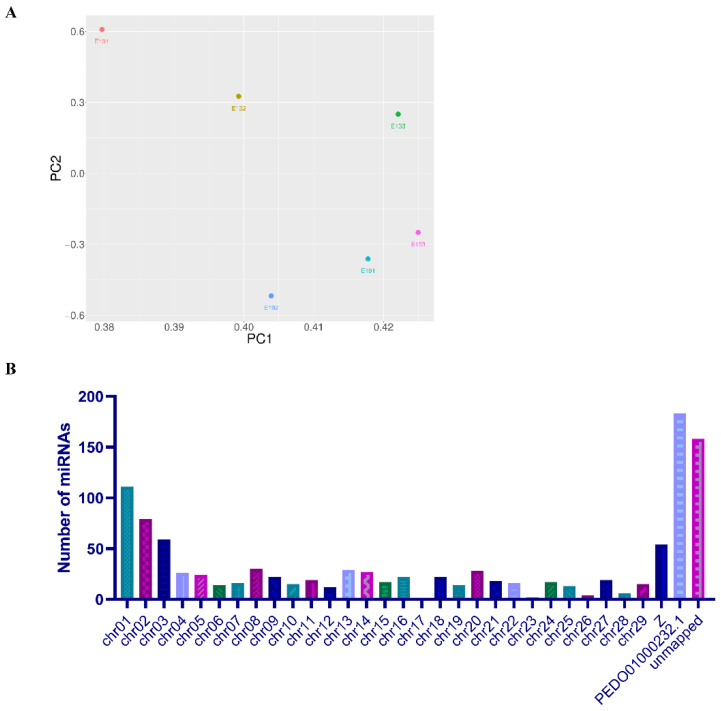
Component analysis of miRNAs in embryonic duck breast muscle. (**A**) PCA plot of miRNAs expressed in each sample. (**B**) Distribution of miRNAs on duck reference chromosomes. PEDO01000232.1: an unplaced scaffold of duck genome sequence.

**Figure 3:**
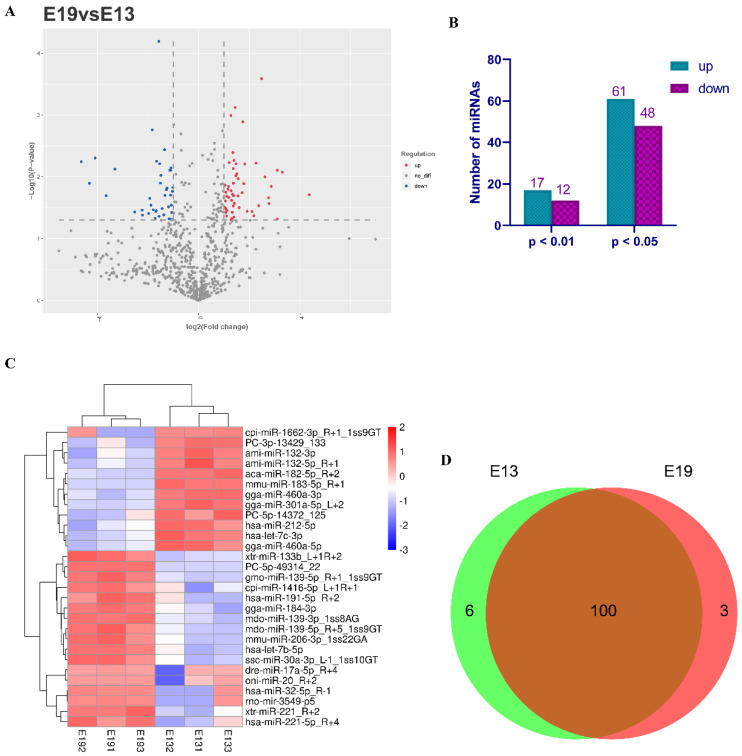
Differentially expressed miRNAs between embryonic day 13 (E13) and E19. (**A**) Volcano chart of miRNAs expressed at E19 vs. E13. Red dots represent up-regulated miRNAs, blue dots represent down-regulated miRNAs, gray dots indicate no difference in expression. (**B**) Numbers of up-regulated and down-regulated miRNAs with *p* < 0.01 and *p* < 0.05. (**C**) Heat map of the differentially expressed miRNAs with *p* < 0.01 at E19 vs. E13 in breast muscle. (**D**) Venn diagrams of differentially expressed miRNAs at E19 vs. E13 in embryonic breast muscle.

**Figure 4:**
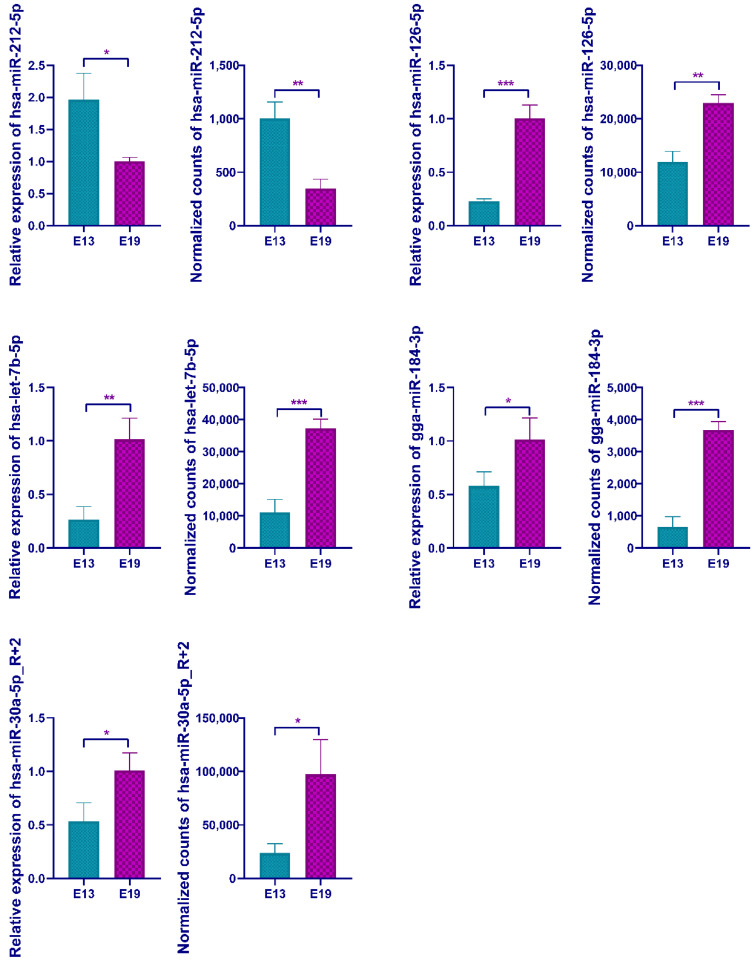
qRT-PCR validation of the identification of differentially expressed miRNAs. In all panels, values are presented as mean ± SEM. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.01.

**Figure 5:**
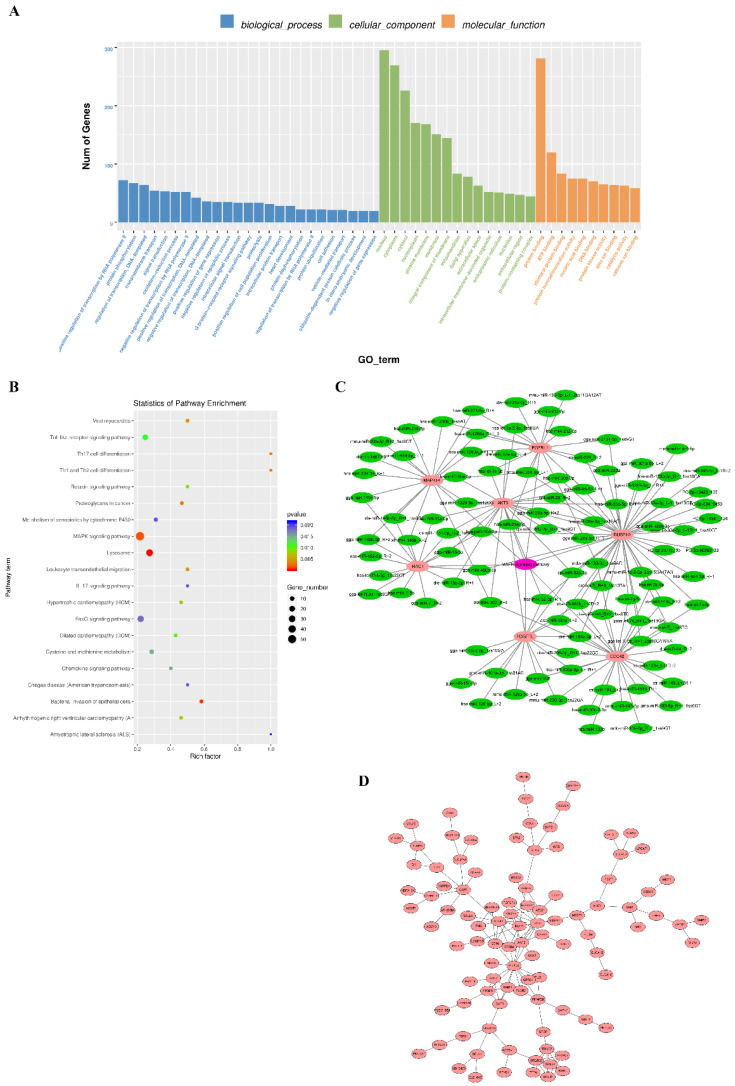
Enrichment analysis of the differentially expressed miRNAs. (**A**) GO function classification of the target genes of differentially expressed miRNAs. The top 25, 15, and 10 GO terms in biological processes, cellular components, and molecular functions, respectively, are shown. (**B**) The top 20 enriched KEGG signaling pathways of the target genes of differentially expressed miRNAs. (**C**) Interaction network of differentially expressed miRNAs and their target genes on MAPK signaling pathways. (**D**) PPI networks for the target genes of differentially expressed miRNAs with a context score percentile >90 and max energy <−25.

**Figure 6:**
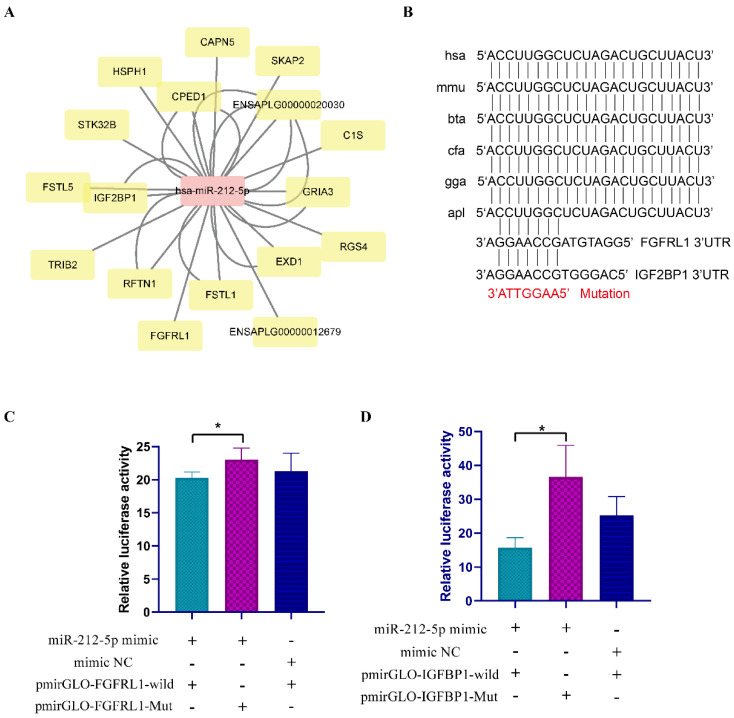
Dual-luciferase reporter assay validates the interaction between hsa-miR-212-5p and target genes. (**A**) has-miR-212-5p and its target genes (TargetScan and Miranda were used for the prediction. Target genes with context score percentile >80 and max energy <−18 were shown). (**B**) Interspecies conservation of miR-212-5p. The potential binding sites on FGFRL1 and IGF2BP1 are shown. The mutated sequence is shown in red. hsa, mmu, bta, cfa, gga, and apl represent *Homo sapiens*, *Mus musculus*, *Bos taurus*, *Canis lupus familiaris*, *Gallus gallus*, and *Anas platyrhynchos*. (**C**,**D**) Relative luminescence was measured and calculated after co-transfecting a wild type or mutant sequence of *FGFRL1* and *IGF2BP1* with miR-212-5p mimic (or mimic NC) in DF-1. In all panels, values are presented as mean ± SEM. * *p* < 0.05.

**Table 1:** Summary of microRNA (miRNA) sequencing data.

Sample	Raw Reads	Mapped Reads	Mapping Percentage	Validated Reads	Unique Reads
E131	14,875,288	13,717,484	92.22%	13,445,305	295,703
E132	13,189,920	11,378,369	86.27%	10,042,092	355,298
E133	18,065,989	16,529,699	91.50%	16,320,782	376,515
E191	11,626,527	9,711,731	83.53%	8,707,352	267,865
E192	13,795,701	12,385,025	89.77%	12,472,937	236,010
E193	16,353,157	14,598,732	89.27%	13,723,856	329,106

**Table 2:** Top 25 most abundant miRNAs in breast muscles of embryonic Shan Ma ducks.

miRNAs	Normalized Counts					
	E131	E132	E133	E191	E192	E193
hsa-miR-125b-5p	891,404	859,062	569,685	381,424	317,414	408,938
hsa-miR-100-5p_1ss9GT	631,277	624,407	471,452	345,984	356,079	419,505
hsa-miR-99a-5p_R-1_1ss9GT	542,627	567,141	448,064	345,143	336,464	387,616
hsa-miR-92a-3p	424,997	675,529	338,265	249,506	212,056	265,128
hsa-miR-140-3p_L-1R + 2_1ss10GT	1,261,316	57,304	318,557	129,118	61,786	109,581
hsa-miR-30c-5p_R + 1	277,921	264,896	237,026	395,513	351,692	357,762
hsa-miR-199a-5p	392,226	260,782	335,561	220,482	246,505	242,580
gga-miR-26a-5p_R + 1	241,562	144,476	224,490	320,746	422,701	315,698
hsa-miR-199a-3p_R-1	284,056	212,832	308,059	212,511	245,447	192,145
hsa-miR-30d-5p_R + 2	181,276	149,487	160,244	232,991	270,104	255,296
hsa-miR-214-3p	366,065	343,733	222,584	108,833	79,526	101,199
gga-miR-206	123,149	175,227	144,083	289,543	273,010	202,096
gga-miR-130b-3p	221,332	229,131	209,359	181,602	176,295	158,693
hsa-miR-363-3p_1ss9GT	147,958	188,728	183,421	179,713	215,735	184,929
hsa-miR-133a-3p_L-1R + 1	72,388	76,236	72,565	257,146	273,573	197,363
mmu-miR-143-3p	99,894	93,780	128,401	178,804	238,750	170,472
hsa-miR-10a-5p_R-1	160,898	141,885	210,035	123,003	92,059	118,950
hsa-let-7g-5p	76,031	94,215	88,589	131,530	165,784	122,125
hsa-miR-148a-3p	96,660	74,660	104,199	101,884	150,264	132,439
hsa-miR-221-3p	66,915	82,560	87,721	79,087	87,797	89,385
mmu-miR-27b-3p_1ss9GT	60,768	67,128	67,252	80,895	120,432	90,534
mmu-miR-181a-5p	89,950	65,948	71,395	82,974	90,517	80,138
gga-miR-191-5p_R-1	61,450	67,512	45,486	105,610	88,121	100,506
gga-miR-2954_R + 1	85,299	123,188	72,930	53,778	38,901	57,196
gga-miR-222a	68,825	81,020	77,822	52,757	50,097	64,669

## Supplementary Materials

The following are available online at https://www.mdpi.com/2076-2615/10/8/1417/s1, Table S1: Summary of known and predicted miRNA in this study. Table S2: List of novel miRNAs in this study. Table S3: List of differentially expressed miRNAs. Table S4: The target prediction result of all differentially expressed miRNAs. Table S5: List of GO enrichment with all target genes. Table S6: List of KEGG enrichment with all target genes. Table S7: List of target genes for PPI network analysis.

How the deposited data were processed for this re-analysis (not part of the article)

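Small RNA of breast muscle from female Shan Ma duck embryos was sequenced by the authors in 3 samples at E13 and 3 samples at E19 (TruSeq Small RNA libraries on an Illumina HiSeq). The replicates carry numbers that do not pair a sample of E13 with one of E19. The text does not state outright that each sample is a separate embryo, so the p-values measure the spread between these samples. The p of the comparison of 3′ forms measures the spread between miRNAs instead.

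The authors processed the reads with ACGT101-miR before the tables were deposited. Adapters, junk reads, low-complexity reads, common RNA families and repeats were removed, and reads of 18 to 26 nt were matched to miRBase with up to 1 mismatch and placed on CAU_duck1.0 with Bowtie. The raw counts as deposited are expected counts, since the authors shared the reads of a sequence listed several times evenly among its listings. The normalized counts as deposited are a signal that the authors made by multiplying the raw counts by 1 factor per library (1.0421, 1.5831 and 0.6906 for E13 replicates 1, 2 and 3, and 1.2862, 0.8717 and 0.7846 for E19 replicates 1, 2 and 3). The log2 fold changes as deposited are those that the authors took from the stage means of the normalized counts, E19 over E13, infinite where a mean was 0. The p-values as deposited come from the authors' t-test on normalized counts and are not adjusted. The paper's methods also name Fisher's exact test, for which no p-values were available here. The linear fold as deposited is the authors' ratio of the same means.

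The deposited comparison of the stages held 1007 names, 733 that match miRBase and 274 predicted (names beginning with PC), after 1 separator line was left out. Names with an identical sequence and identical counts were merged, which gave 957 miRNAs, 684 matched and 273 predicted. A merged miRNA therefore holds the reads of 1 listing, not the sum over listings. An alternative that sums the reads over all listings was chosen after the data had been examined. Merged totals were 8272974, 4859824 and 10201038 counts for E13 replicates 1, 2 and 3, and 5371078, 8315333 and 8553381 for E19 replicates 1, 2 and 3. These are the counts of the tables, and they set the depth used here. Locations in the genome are those of Table S1, and no location was recomputed.

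Counts were rounded and tested with edgeR 4.0.16 in R 4.3.3 (robust quasi-likelihood test, TMM factors from 0.902 to 1.05, filterByExpr with a minimum count of 10 and a minimum total of 15, which kept 574 miRNAs). The common biological coefficient of variation was 0.486. P-values were adjusted by the method of Benjamini and Hochberg, with a threshold of 0.05, and a fold of at least 2 (log2 of 1) is counted beside. Principal components and distances used log2 CPM with a prior count of 2. Exact permutation tests enumerated the 10 splits of 3 libraries against 3, and the comparison of 3′ forms enumerated all sign flips. DESeq2 1.42.0, limma 3.58.1, Python 3.11, SciPy 1.17.1, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were also used.

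The design, the lists and the alternatives were written before the data were examined, but Tables 2, S2 and S3 of the paper had been seen. The miRNAs named are the 10 largest increases and the 10 largest decreases among called miRNAs with a mean CPM of at least 100, every miRNA that the paper's Results and Discussion name, and up to 2 called members of each list with the highest mean count (or the most abundant member where none was called). Together these were 70 miRNAs. The other members of the miR-1 family, the miRNAs with counts in 1 stage, PC-3p-655_6551, the further epithelial miRNAs, miR-140-5p and the miRNAs of the comparison of 3′ forms were named after their values had been seen. The 27 lists are the muscle miRNAs, let-7, miR-15/16, miR-17/92, miR-30, miR-181, miR-26, miR-29, miR-23/27/24, miR-199 with miR-214, miR-10, miR-99 with miR-100 and miR-125, miR-130 with miR-301 and miR-454, miR-221 with miR-222, miR-132 with miR-212, miR-139, miR-460, miR-146, the miR-183 cluster, and markers of endothelium, smooth muscle, cartilage, blood, neurons, epithelium and liver, with names that match structural RNA. Totals of the lists were tested with edgeR and adjusted over the lists.

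The procedure was tested on simulated data in 20 simulations of 574 miRNAs with 200 changed. It recovered 21.2% of 2-fold and 67.5% of 4-fold changes, and 3.3% of its calls were false. For list totals it recovered 63% of 2-fold changes, with 0.3 false calls per simulation. Many 2-fold changes of single miRNAs are therefore not called at this sample size. The simulated miRNAs varied independently of each other. They held no shift shared by many miRNAs of a library, such as those of the epithelial list or of length. The rates of false calls, above all for list totals, need not hold for the real libraries.

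Alternatives were other scaling factors (the size factors of DESeq2, library size only and the factors of the authors), DESeq2, limma on log2 normalized counts with pseudocounts of 1, 0.5 and 10, other filters on low counts, unmerged names, a replicate block, each library left out in turn, removal of miR-140-3p or of names that match structural RNA and miRNAs under 20 nt, offsets for GC content and length (loess span 0.75), and other thresholds. Added after the data had been examined were the summed reads, E13 replicates 2 and 3 left out together, and the epithelial and cartilage lists left out. Target prediction, enrichment, protein interaction, qPCR and reporter assays were not analysed here, since the tables hold no values for them.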

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

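The tests of whether the epithelial miRNAs keep 1 ratio, of a change with stage in every E13 sample, and of miR-140-5p were chosen after the result was seen, and the other tests before. Among lists outside the miRNAs that the paper's text and Table 2 name, 3 totals were called and changed at least 2-fold, and that of miR-146 was called with a smaller change. The miR-139 list, of miRNAs known to restrain cell growth, was higher at E19 by a log2 fold change of 1.495 (adjusted p = 6.03e-04 from edgeR), with 4 of 4 tested miRNAs higher (4 higher when adjusted over the list alone). These are not independent, since mdo-miR-139-5p_R+5_1ss9GT and mdo-miR-139-3p_1ss8AG are arms of 1 precursor. The miR-183 cluster, known from sensory cells, had 3557, 4108 and 3787 normalized counts in E13 replicates 1, 2 and 3 and 170, 189 and 162 in E19 replicates 1, 2 and 3, a log2 fold change of −4.362 (adjusted p = 1.74e-05 from edgeR). Of its 4 tested miRNAs 3 were lower and 1 was not called (4 lower when adjusted over the list alone). The epithelial list had a log2 fold change of −3.648 (standard error 1.01, adjusted p = 0.0187 from edgeR).

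All tested epithelial miRNAs but dre-miR-375 had higher counts in E13 replicates 2 and 3 than in E13 replicate 1. In E13 replicates 1, 2 and 3 bta-miR-200b_R+2 had 1512, 24078 and 22396 normalized counts, and 2377, 910 and 559 in E19 replicates 1, 2 and 3. For bta-miR-200a these were 566, 5892 and 8122, and 697, 319 and 177. For gga-miR-429-3p they were 130, 1748 and 2141, and 145, 76.7 and 26.7. Also high at E19 was gga-miR-203a, with 638, 7759 and 13198, and 9260, 5312 and 2621. For dre-miR-375 the counts were 375, 187 and 231, and 138, 198 and 102. A test of a change with stage in every E13 sample asked whether every E13 library lay above every E19 library. Of the 12 tested miRNAs of the list 2 met this, mmu-miR-205-5p and gga-miR-205b, and the others did not. The outcome restates the low counts of E13 replicate 1 that prompted the test, so it is not separate evidence against such a change. This test at first covered only the 2 called miRNAs, both of which met it, and was widened to all 12 after that outcome was seen, because those 2 had been picked for the pattern. The median log2 fold change of the list was −3.76, and −3.78 without miR-140-3p, so this miRNA changed the scaling little. It held at most 13.25% of the counts over all names of a library. Its removal could not move the scaling by as much as the list fell. The outcome of this test was thus fixed beforehand, and no conclusion is drawn from it. Epithelial cells in part of the E13 samples may be a source, but the spread of the ratio of 2 members was 0.546 of that of single members, between the limits set for and against, so this cannot be told apart from other sources. The paper's methods state that skin was removed before sampling. Which of these miRNAs muscle itself expresses was not tested. The total was not called without E19 replicate 2 (−3.56, adjusted p = 0.0689 from edgeR) or E19 replicate 3 (−3.36, 0.0621). Its log2 fold change was −0.41 with E13 replicate 1 as the only E13 library, a choice made after the data had been examined. That fit has no spread within E13 and restates that the counts of this library were low.

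Longer miRNAs had higher log2 fold changes, with a slope of 0.312 per nt (standard error 0.038). The standard errors of these slopes measure the spread between miRNAs and not between samples. With 1 library left out the slope ran from 0.205 (without E13 replicate 2) to 0.447 (without E19 replicate 3). Among miRNAs with a mean of at least 100 counts the slope was 0.2 (standard error 0.051). Names that match structural RNA are argued against as the cause, since the slope was 0.329 without them. A shift in read length that acts on all miRNAs alike may contribute, since longer 3′ forms had log2 fold changes higher by 0.644 on average than other forms of the same miRNA. The differences ran from 0.0214 to 1.49, however, and their test does not measure the spread between samples. The forms could also differ at the 5′ end or by a substitution, so the comparison is not of length alone. Degraded RNA in E13 replicate 2 stays open, since the slope was 0.205 (standard error 0.040) without that library, between the limits set for and against. The paper's methods report RNA integrity numbers above a minimum, without a value per sample. A difference in miRNA processing with stage stays open and was not tested.

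The cartilage miRNA miR-140-3p had 1261316, 57305 and 318557 normalized counts in E13 replicates 1, 2 and 3, and 129119, 61787 and 109581 in E19 replicates 1, 2 and 3, which is 6.71 times the mean of the other E13 libraries in E13 replicate 1. A single over-amplified sequence is argued against, since the other arm, miR-140-5p, was 4.02 times the mean of the other E13 libraries there. Cartilage in that sample may be a source, since miR-455, from an intron of a cartilage collagen gene, was 3.25 times as high (97194 against 22731 and 37099). A difference between embryos was not tested.

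The stages gave 122 called miRNAs and 16 called list totals, and the highest of the other splits of the 6 libraries into 3 and 3 gave 0 for both, so 1 of 10 splits was as large. The splits are too few for a share under 0.05.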

How the results depend on the processing

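Leaving out E13 replicates 2 and 3 together was chosen after the data had been examined, as was summing reads over listings and leaving out the epithelial and cartilage lists. The 122 differentially expressed miRNAs (78 higher, 44 lower) became 188 (99 lower) with the Wald test of DESeq2, 2 (0 higher, 2 lower) with the replicate block, 10 (8 higher, 2 lower) with the block and offsets for GC content and length, and 57 (37 higher, 20 lower) without E13 replicates 2 and 3, where the lone E13 library is assumed to vary like the E19 libraries. The number lower became 67 with limma and a pseudocount of 10, 68 with at least 10 counts in every library, 77 without structural RNA names and miRNAs under 20 nt, and 74 at the paper's thresholds on edgeR. Without 1 library the counts ran from 36 (without E19 replicate 1) to 104 (without E13 replicate 3), with 21 to 69 higher and 15 to 35 lower. Fewer samples leave fewer calls, and the block also takes residual degrees of freedom. Correlations between libraries of the same number were −0.19, −0.47 and −0.43, below the highest of the others (0.16, 0.30 and 0.45), so the numbers do not pair the samples.

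Among members of the lists, 62 were higher and 23 lower. The number higher was 0 with the block, 6 with the block and the offsets and 31 without E13 replicates 2 and 3, and 17 (without E19 replicate 1) to 57 (without E13 replicate 3) without 1 library. The number lower was 45 with DESeq2, 38 with at least 10 counts in every library, 38 with a mean of at least 100 counts, 2 with the block, 42 without structural RNA names, 2 with the block and the offsets, 14 without E13 replicates 2 and 3, and 11 (without E19 replicate 1) to 21 (without E13 replicate 3) without 1 library. The 16 list totals called became 12 without E19 replicate 2 and 17 without E13 replicate 2.

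Of 54 named miRNAs called, over the settings chosen before the data were seen, 18 kept their call in all but the block, 24 lost it when a library was left out, and 12 in another setting too. Of the 18, gga-miR-205b, gga-miR-31-5p, ami-miR-132-3p and gga-miR-460a-3p lost it without E13 replicates 2 and 3. The direction of xtr-miR-181b_L+2R+2 reversed with the offsets (−0.43) and with the block and the offsets (−0.42), and that of hsa-miR-214-5p with the offsets (0.0066). The ratio of distances, 1.22, was 4.45 with linear normalized counts. The miRNAs at the paper's criteria, 111, were 198 (114 lower, 50 before) with limma, unadjusted. The 3′ difference, 0.644, was 1.18 with both forms at a mean of at least 100 counts, for 2 miRNAs, where an exact permutation p cannot be below 0.5. Apart from the smaller numbers of samples, the cause of these changes was not tested.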

Differences from the paper's values

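Table S1 places 3 miRNAs on the scaffold PEDO01000232.1, where the paper shows about 180 in Fig. 2B, read by eye. Counted by distinct sequence, the alternative set before the data were examined, there were 2, which also differs. All 129 unplaced scaffolds together held 183 miRNAs.

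The paper gives 48 down-regulated miRNAs, and the deposited table of the authors held 50 at the same thresholds, which does not differ by the limit used here. At these thresholds limma on the same 1007 names gave 114, which does. With edgeR there were 74, but among the 574 merged miRNAs that were tested, and the deposited table of the authors held 46 when merged, so both the test and the set of miRNAs differ there.

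The paper states that among the miR-1 family mmu-miR-1a-3p differed between the stages and the other members did not. The miRNA mmu-miR-1a-3p, which shares its sequence with hsa-miR-1-3p, had a t-test p of 0.0819 in the deposited table of the authors, not adjusted. In edgeR it was called, and so were pma-miR-1c-3p_R+1, gga-miR-1b-3p_R+1, hsa-miR-1-3p_R+1 and mmu-miR-1a-1-5p, while gga-miR-1b-5p_L+1R-1 was not (adjusted p = 0.178). These are not all separate members of the family. By name hsa-miR-1-3p_R+1 is a longer form of the sequence of mmu-miR-1a-3p, and mmu-miR-1a-1-5p is the other arm of a miR-1a precursor. The sequence of pma-miR-1c-3p_R+1 differs from that of mmu-miR-1a-3p only at the 3′ end and had no location on CAU_duck1.0. For gga-miR-1b-3p_R+1, hsa-miR-1-3p_R+1 and mmu-miR-1a-1-5p, how the call depends on single libraries or on other settings was not examined. Of these, hsa-miR-1-3p_R+1 had very few counts at E13.

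The paper gives the same very small limit of p for 3 miRNAs of its Discussion. In the deposited table of the authors gga-miR-460a-3p was at 6.42e-05, which meets it, and gga-miR-184-3p at 2.57e-04 and xtr-miR-221_R+2 at 7.53e-04, which do not. These are p-values of a t-test. The paper's methods also name Fisher's exact test, and which of them gave the limit is not stated.

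The paper counts hsa-miR-30a-5p_R+2 and hsa-miR-126-5p among its differentially expressed miRNAs. In the deposited table of the authors the t-test p of hsa-miR-30a-5p_R+2 was 0.0504, and the log2 fold change of hsa-miR-126-5p was 0.94 (t-test p = 0.00179). Both were called by edgeR.

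The paper states a significant change of PC-5p-534_9459, whose log2 fold change in the deposited table of the authors was −0.90, under its fold threshold, and whose adjusted p from edgeR was 0.0502. Settings that called it were the size factors of DESeq2, the scaling of the authors, DESeq2, limma with each pseudocount, no filter on low counts, at least 10 counts in every library, a mean of at least 100 counts, every name on its own, removal of miR-140-3p, removal of structural RNA names and miRNAs under 20 nt, and offsets for GC content and length. Summed reads and removal of the epithelial and cartilage lists, both chosen after seeing the values, called it too. PC-5p-14372_125, which edgeR did not call, was called by DESeq2, by limma with each pseudocount, with at least 10 counts in every library and without structural RNA names and miRNAs under 20 nt. PC-3p-13429_133 was called with at least 10 counts in every library.

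The paper names hsa-miR-125b-5p, hsa-miR-100-5p_1ss9GT and hsa-miR-99a-5p_R-1_1ss9GT as highest in both stages. Of these, hsa-miR-125b-5p and hsa-miR-100-5p_1ss9GT held ranks 1 and 2 in both stages, in either order, and hsa-miR-99a-5p_R-1_1ss9GT held rank 4. At E13 the place above it went to miR-140-3p through E13 replicate 1 alone (1261316 normalized counts, against 57305 and 318557 in E13 replicates 2 and 3).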

Other observations

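The overlap of PC-5p-534_9459 with the miR-10c locus, and the near match of the sequences, were noticed after the data had been examined. The miRNA mdo-miR-139-5p_R+5_1ss9GT rose from 26721 ± 3712 to 70195 ± 8486 normalized counts (SD, n = 3), a log2 fold change of 1.49 (adjusted p = 0.00381 from edgeR). The endothelial miRNA hsa-miR-126-3p rose from 20570 ± 6701 to 54033 ± 15124 (log2 fold change 1.48, adjusted p = 0.0204 from edgeR). The smooth muscle miRNAs mmu-miR-143-3p and mmu-miR-145a-5p rose from 107358 ± 18478 to 196009 ± 37249 and from 29494 ± 2032 to 44297 ± 5362 (adjusted p = 0.0191 and 0.0315 from edgeR). In the miR-146 list, of miRNAs known from inflammation, xtr-miR-146b_R+2 rose from 5835 ± 852 to 13353 ± 2372 (adjusted p = 0.0111 from edgeR). The neuronal gga-miR-218-5p_R+1 fell from 1052 ± 209 to 370 ± 147 and oni-miR-137b rose from 26.9 ± 9.03 to 84.7 ± 29.3 (adjusted p = 0.0296 and 0.0327 from edgeR). The calls of hsa-miR-126-3p, mmu-miR-143-3p, mmu-miR-145a-5p, gga-miR-218-5p_R+1 and oni-miR-137b ended without E13 replicate 1 or E19 replicate 2 (adjusted p from 0.051 to 0.147 over these and the next libraries). They also ended without E19 replicate 1 for all of these but gga-miR-218-5p_R+1, without E13 replicate 2 for mmu-miR-143-3p, mmu-miR-145a-5p and oni-miR-137b, without E13 replicate 3 for mmu-miR-145a-5p and gga-miR-218-5p_R+1, and without E19 replicate 3 for mmu-miR-145a-5p, gga-miR-218-5p_R+1 and oni-miR-137b, and that of xtr-miR-146b_R+2 without E13 replicate 1 (0.0521).

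By list, 2 of 4 endothelial miRNAs were higher and 2 were not called (3 higher when adjusted over the list alone), 3 of 6 smooth muscle miRNAs were higher and 3 were not called (5 higher), and 4 of 8 miR-146 miRNAs were higher and 4 were not called (5 higher). Totals had log2 fold changes of 1.33, 0.90 and 0.96 (adjusted p = 0.00342, 0.00342 and 0.00363 from edgeR). Without E13 replicate 1 there were 1, 0 and 0 higher miRNAs in these lists, without E19 replicate 1 there were 0, 0 and 2, without E19 replicate 2 there were 0, 1 and 1, and without E13 replicate 2 there was 1 in the smooth muscle list. Of 25 neuronal miRNAs 1 was higher, 1 was lower and 23 were not called (none when adjusted over the list alone, and over all miRNAs none higher without any 1 library but E13 replicate 3 and none lower without E13 replicate 1, E19 replicate 2 or E19 replicate 3, but 2 lower with DESeq2, its size factors or limma, and 2 higher and 2 lower with offsets for GC content and length), with a median log2 fold change of −0.0059 and a total of 0.06 (adjusted p = 0.737 from edgeR). None of 10 blood miRNAs was called (none when adjusted over the list alone, but 4 lower with offsets for GC content and length), with a log2 fold change of the total of −0.23 (adjusted p = 0.525, and 0.0387 without E13 replicate 2, from edgeR), and none of 2 liver miRNAs (none when adjusted over the list alone), with 0.41 (adjusted p = 0.737 from edgeR). The sign of the neuronal and liver totals changed between settings, with ranges of −0.09 to 0.17 and −1.62 to 0.85.

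The precursor of PC-5p-534_9459 overlaps that of cli-miR-10c-5p_R+1_1ss11AG and cli-miR-10c-3p_R-1, which the authors placed on the same strand of PEDO01000238.1 from 43152 to 43242. The miRNA cli-miR-10c-5p_R+1_1ss11AG has the sequence TACCCTGTAGGCTCGAATTTGT. Apart from the ends, this matches the sequence of PC-5p-534_9459 but for 1 base, G in place of T. Whether PC-5p-534_9459 is a miRNA of its own or a form of miR-10c-5p was not tested. Counts of cli-miR-10c-5p_R+1_1ss11AG were 7063 ± 1277 at E13 and 4208 ± 762 at E19 (normalized, adjusted p = 0.0927 from edgeR), and cli-miR-10c-3p_R-1 fell from 331 ± 49.3 to 154 ± 12.2 (adjusted p = 0.0204 from edgeR, and from 0.0521 to 0.0855 without E13 replicate 1 or any 1 of the E19 replicates).

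Of other miRNAs that the paper names, gga-miR-22-3p, known from heart and skeletal muscle, rose from 22152 ± 4422 to 33923 ± 4666 normalized counts (SD, n = 3, log2 fold change 0.71, adjusted p = 0.0438 from edgeR), but it was not called whichever library was left out (adjusted p from 0.0709 to 0.235) with the size factors of DESeq2 (0.0684) or with limma (0.062 to 0.0645). The miRNA aca-miR-181a_L+2 had 88.4 ± 23.1 at E13 and 145 ± 11.0 at E19 (adjusted p = 0.0628 from edgeR), and hsa-miR-128-3p had 66490 ± 8962 and 61994 ± 4533 (adjusted p = 0.981 from edgeR).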
